# Glycosyltransferase ST6Gal-I promotes the epithelial to mesenchymal transition in pancreatic cancer cells

**DOI:** 10.1074/jbc.RA120.014126

**Published:** 2020-11-23

**Authors:** Colleen M. Britain, Nikita Bhalerao, Austin D. Silva, Asmi Chakraborty, Donald J. Buchsbaum, Michael R. Crowley, David K. Crossman, Yvonne J.K. Edwards, Susan L. Bellis

**Keywords:** glycosylation, EGFR, EMT, pancreatic cancer, metastasis, sialic acid, ST6Gal-I, CSC, cancer stem cell, EGFR, epidermal growth factor receptor, EMT, epithelial to mesenchymal transition, EV, empty vector, GSEA, Gene Set Enrichment Analysis, IPA, Ingenuity Pathway Analysis, KD, knockdown, OE, overexpression, PDAC, pancreatic ductal adenocarcinoma, SNA, sambucus nigra agglutinin

## Abstract

ST6Gal-I, an enzyme upregulated in numerous malignancies, adds α2-6-linked sialic acids to select membrane receptors, thereby modulating receptor signaling and cell phenotype. In this study, we investigated ST6Gal-I’s role in epithelial to mesenchymal transition (EMT) using the Suit2 pancreatic cancer cell line, which has low endogenous ST6Gal-I and limited metastatic potential, along with two metastatic Suit2-derived subclones, S2-013 and S2-LM7AA, which have upregulated ST6Gal-I. RNA-Seq results suggested that the metastatic subclones had greater activation of EMT-related gene networks than parental Suit2 cells, and forced overexpression of ST6Gal-I in the Suit2 line was sufficient to activate EMT pathways. Accordingly, we evaluated expression of EMT markers and cell invasiveness (a key phenotypic feature of EMT) in Suit2 cells with or without ST6Gal-I overexpression, as well as S2-013 and S2-LM7AA cells with or without ST6Gal-I knockdown. Cells with high ST6Gal-I expression displayed enrichment in mesenchymal markers (N-cadherin, slug, snail, fibronectin) and cell invasiveness, relative to ST6Gal-I-low cells. Contrarily, epithelial markers (E-cadherin, occludin) were suppressed in ST6Gal-I-high cells. To gain mechanistic insight into ST6Gal-I’s role in EMT, we examined the activity of epidermal growth factor receptor (EGFR), a known EMT driver. ST6Gal-I-high cells had greater α2-6 sialylation and activation of EGFR than ST6Gal-I-low cells. The EGFR inhibitor, erlotinib, neutralized ST6Gal-I-dependent differences in EGFR activation, mesenchymal marker expression, and invasiveness in Suit2 and S2-LM7AA, but not S2-013, lines. Collectively, these results advance our understanding of ST6Gal-I’s tumor-promoting function by highlighting a role for ST6Gal-I in EMT, which may be mediated, at least in part, by α2-6-sialylated EGFR.

Pancreatic ductal adenocarcinoma (PDAC) remains one of the most lethal malignancies, with a dismal 5-year survival rate of less than 9% (https://www.cancer.org/cancer/pancreatic-cancer/detection-diagnosis-staging/survival-rates.html, accessed September 1, 2020). Most patients are diagnosed after metastatic lesions have formed, making treatment difficult and often unsuccessful. It is thought that PDAC metastasizes early during the carcinogenic process owing to the emergence of stem-like cancer cells with high metastatic potential, termed cancer stem cells (CSCs) (1). CSCs are inherently invasive and apoptosis resistant, and hence, these cells are major drivers of cancer progression (2). Considerable efforts have been aimed at elucidating the functional role of stem-like cancer cells in metastasis; however, the contribution of the cellular glycome to this process has received insufficient attention. Recent studies have suggested that the glycosyltransferase, ST6Gal-I, promotes CSC characteristics (3) and acts as a survival factor to protect cells against cytotoxic assaults including chemotherapy (4, 5, 6), radiation (7), serum deprivation (8), and hypoxia (9). ST6Gal-I is a sialyltransferase that adds an α2-6-linked sialic acid to *N*-glycosylated proteins that are destined for the plasma membrane or secretion. ST6Gal-I is upregulated in multiple cancers, including ovarian, pancreatic, and colon (3, 10, 11, 12, 13), and high expression of this enzyme correlates with a poor patient prognosis (3, 11, 12, 13). Interestingly, ST6Gal-I expression is induced by oncogenic Ras signaling (14). Activating mutations in K-Ras are found in more than 90% of patients with PDAC (15), and these mutant isoforms appear early in tumor development, as indicated by their presence in the premalignant lesions, PanINs (16). Likewise, ST6Gal-I is strongly expressed in PanINs, whereas normal pancreatic acinar cells lack detectable ST6Gal-I protein expression (3).

An enrichment in tumor cell sialylation has long been implicated in neoplastic transformation and tumor-promoting cellular behaviors such as invasiveness and apoptosis resistance (17, 18). The addition of sialic acid to membrane receptors can profoundly affect cell signaling and phenotype owing to sialylation-dependent changes in receptor features such as conformation, oligomerization, and/or cell surface retention. In particular, the α2-6 sialic acid linkage is often increased upon malignant transformation (19) and is similarly elevated in certain nonmalignant stem cell populations (20). As ST6Gal-I is the predominant enzyme responsible for the α2-6 sialylation of *N*-glycosylated proteins, understanding its function in cancer is critical. ST6Gal-I imparts a malignant cell phenotype by regulating, *via* sialylation, key receptors that control tumor-associated signaling networks. For example, ST6Gal-I-mediated sialylation of the β1 integrin promotes cell migration and invasion (21, 22), whereas α2-6 sialylation of the Fas and tumor necrosis factor receptor 1 death receptors inhibits apoptosis by hindering receptor internalization (23, 24). Furthermore, our group recently determined that sialylation of epidermal growth factor receptor (EGFR) by ST6Gal-I enhances both basal and ligand-dependent EGFR activation and protects against gefitinib-induced apoptosis (25).

EGFR is a receptor tyrosine kinase with a rich history in cancer pathogenesis. EGFR is heavily glycosylated, and it is well known that the *N*-glycans play a major part in modulating EGFR structure and function (26, 27, 28). The sialylation of EGFR can influence ligand binding, receptor clustering, and, consequently, downstream signaling (29, 30). The activation of EGFR elicits a variety of biological outcomes, including cell proliferation, the cell’s response to DNA damage, and the epithelial to mesenchymal transition (EMT) (31, 32, 33). As with CSCs, cancer cells undergoing EMT reactivate developmental pathways that facilitate invasiveness and apoptosis resistance. In fact, EMT has been proposed as a major mechanism responsible for generating CSCs (34). A role for ST6Gal-I in TGFβ-driven EMT has been previously reported. Gu’s group found that ST6Gal-I was selectively upregulated by TGFβ in the GE11 mouse epithelial cell model, and importantly, ST6Gal-I activity was required for TGFβ-stimulated EMT (35). However, the contribution of ST6Gal-I to EGFR-mediated EMT has not previously been investigated. Given the relationship between EGFR and EMT, combined with the finding that ST6Gal-I enhances EGFR activation, we interrogated whether α2-6 sialylation of EGFR promotes EMT in PDAC cells.

The Suit2 PDAC cell line and its isogenic, metastatic subclones, S2-013 and S2-LM7AA, were used to delineate the role of ST6Gal-I in EMT. Notably, ST6Gal-I is markedly upregulated in the metastatic subclones as compared with parental Suit2 cells. RNA-Seq experiments highlighted EMT, cell motility, and stem cell–associated gene networks as prominent pathways upregulated in the metastatic lines. Supporting a functional role for ST6Gal-I in the metastatic phenotype, forced expression of ST6Gal-I in the parental, poorly metastatic Suit2 line (with low endogenous ST6Gal-I) conferred a phenotype similar to that of the metastatic subclones, evidenced by enrichment in EMT, stem cell, and cell motility networks. To further establish a role for ST6Gal-I in EMT, ST6Gal-I expression was knocked down in the metastatic lines, complementing the overexpression of ST6Gal-I in the parental line. In all three of the cell models, high expression of ST6Gal-I led to increased α2-6 sialylation and activation of EGFR, as well as upregulated expression of mesenchymal markers and cell invasiveness. Moreover, the EGFR inhibitor, erlotinib, neutralized ST6Gal-I-dependent differences in EGFR sialylation and activation, EMT marker expression, and invasiveness in Suit2 and S2-LM7AA cells. In the aggregate, these results highlight the importance of ST6Gal-I activity in driving EMT, a critical process that promotes metastatic disease.

## Results

### ST6Gal-I’s contribution to activation of gene networks that promote a metastatic phenotype

Immunoblotting for ST6Gal-I in multiple human PDAC cell lines revealed that, although most lines had considerable ST6Gal-I expression, the Suit2 line had negligible levels of ST6Gal-I (Fig. 1*A*). Suit2 cells have relatively low metastatic potential in animal models, and in order to study the metastatic process, other investigators have developed metastatic subclones of the Suit2 line. For example, the metastatic S2-LM7AA line was generated through iterative *in vivo* selection, yielding a population that reliably metastasizes to the liver following injection into the pancreas (36). A second metastatic subclone, S2-013, metastasizes to the lungs when grown as a subcutaneous tumor (37, 38). Significantly, both of the Suit2-derived metastatic subclones displayed elevated ST6Gal-I expression when compared with the parental Suit2 line (Fig. 1*B*).

**Figure 1:**
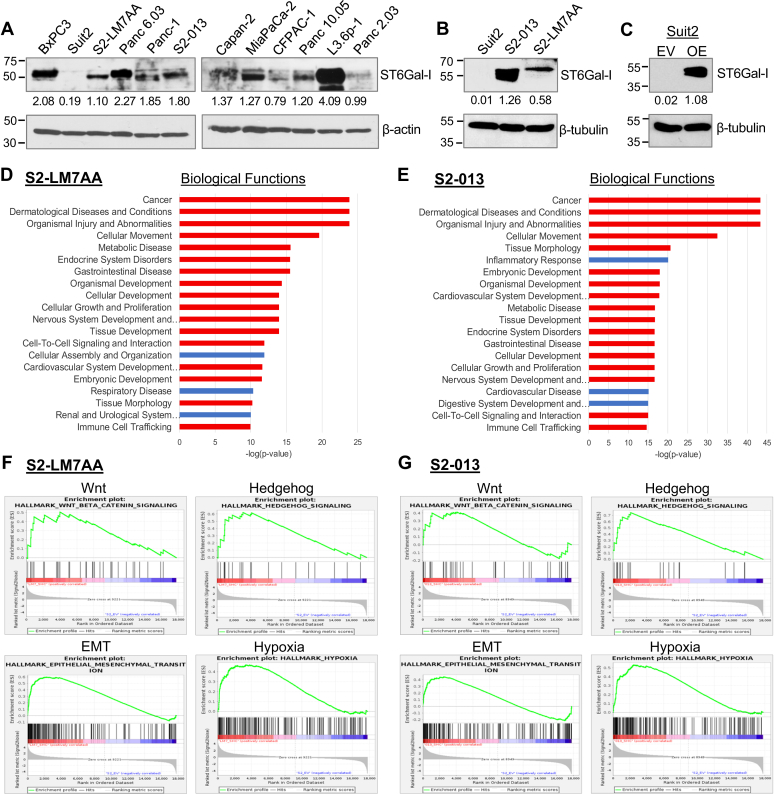
**ST6Gal-I is upregulated in S2-LM7AA and S2-013 metastatic subclones, which display enrichment in gene networks associated with stemness and EMT**. *A*, ST6Gal-I is expressed in most human PDAC cell lines, with the exception of Suit2 cells. *B*, ST6Gal-I is upregulated in Suit2-derived metastatic subclones, S2-013 and S2-LM7AA. *C*, ST6Gal-I was overexpressed (OE) in parental Suit2 cells. Control lines were transduced with an empty vector (EV). Both lines represent stable, polyclonal populations. Densitometric values in *A–C* were normalized to their respective loading controls. *D–E*, RNA-Seq data collected from S2-LM7AA (*D*) and S2-013 (*E*) lines were compared with data from Suit2 EV cells. The top 20 Biological Functions altered in S2-LM7AA and S2-013 cells are shown. *Red bars* denote Functions that are shared between the two lines. *F–G*, GSEA of S2–LM7AA (*F*) and S2-013 (*G*) cells relative to Suit2 EV cells revealed enrichment in the Wnt, Hedgehog, EMT, and Hypoxia pathways. The normalized enrichment score (NES) and false discovery rate (FDR) values for S2-LM7AA cells are: Wnt, NES = 1.47; FDR = 0.05; Hedgehog, NES = 1.64; FDR = 0.015; EMT, NES = 2.22; FDR < 0.0005; and Hypoxia, NES = 1.76, FDR = 0.005. For S2-013, the values are: Wnt, NES = 1.18; FDR = 0.33; Hedgehog, NES = 1.95; FDR < 0.0005; EMT, NES = 1.65; FDR = 0.012; and Hypoxia, NES = 2.00, FDR < 0.0005.

RNA-Seq was conducted on the S2-LM7AA and S2-013 subclones to gain insight into metastasis-associated pathways. 

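The RNA-Seq data hold 12 libraries, 3 biological replicates of each of 4 lines: Suit2 EV, Suit2 OE, S2-LM7AA and S2-013. The labels name the control libraries as parental cells, and the paper describes the controls of this experiment as cells with an empty vector, the name used here. Summed over genes, the counts per library ran from 20273511 to 28258652 (median 23164686) for Suit2 EV and from 30733439 to 42204041 (median 35183660) for Suit2 OE. They ran from 29998693 to 52468978 (median 35290229) for S2-LM7AA and from 39043278 to 48492761 (median 41566382) for S2-013. Uniquely aligned read pairs numbered 23.4 to 61.2 M per library, where the paper states 30 to 35 M paired-end reads per sample and leaves open whether reads or pairs were counted, a factor of 2. The values here use the gene counts. The authors aligned the reads with STAR 2.7.3a to GRCh38 and counted them per gene with HTSeq 0.11.3, as the submitters' processing notes and the paper's methods give it. Strand was not used in the counting, so the counts do not separate a gene from one that overlaps it on the other strand. From these counts, 16476 genes passed a filter on low counts and were compared between lines in 1 model over all 12 libraries with edgeR's quasi-likelihood test and TMM normalization. An adjusted p (Benjamini-Hochberg) under 0.05 is called a change. Single genes are given in CPM, a gene's counts relative to the TMM-scaled total of its library, as mean ± SD over n = 3 replicates. In simulated libraries of the same depth, the test recovered 81% of genes changed 2-fold in S2-LM7AA, 72.7% in S2-013 and 77.6% in Suit2 OE. Far fewer genes were changed there than were called in the data, so these shares need not hold for the real comparisons. Where a gene had no count in a line, its fold change is given as a bound, from a floor of 3 counts over the 3 libraries.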

To determine whether the upregulation of ST6Gal-I in these subclones contributed to metastatic characteristics, RNA-Seq was also performed on parental Suit2 cells with forced ST6Gal-I overexpression (OE) or cells alternatively transduced with an empty vector (EV) construct (Fig. 1*C*). We first compared the RNA-Seq data generated from the two metastatic subclones. Table S1 shows the top 50 upregulated (A) and downregulated (B) genes in the S2-LM7AA and S2-013 lines, as compared with poorly metastatic Suit2 EV cells. 

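In S2-LM7AA cells, CEACAM6, an adhesion glycoprotein of the epithelial cell surface, fell from 1766 ± 256 CPM in Suit2 EV cells (SD, n = 3) to 33.5 ± 1.89 CPM (52.7-fold, adjusted p = 2.34e-10 from edgeR). TMPRSS4, a membrane serine protease, fell 491-fold to 0.124 ± 0.0656 CPM (adjusted p = 3.00e-09). MAL2, a protein of apical membrane traffic, fell 134-fold from 132 ± 7.01 CPM (adjusted p = 3.24e-09). Among the genes that rose, EPHA7, an ephrin receptor, went from 0.593 ± 0.103 to 53.8 ± 11.0 CPM (89.0-fold, adjusted p = 1.30e-09). GJA1, the gap junction protein connexin 43, reached 37.4 ± 4.35 CPM (41.7-fold, adjusted p = 1.19e-09). P2RY1, a purinergic receptor, rose 41.6-fold to 28.1 ± 0.548 CPM (adjusted p = 5.88e-11). In S2-013 cells, SPP1, which encodes osteopontin, rose from 0.624 ± 0.0976 to 373 ± 82.5 CPM (600.5-fold, adjusted p = 3.15e-12). AQP1, a water channel, rose 356-fold to 37.8 ± 8.1 CPM (adjusted p = 6.57e-12). REG4, a secreted lectin of gut epithelium, had no count in S2-013 and 336 ± 108 CPM in Suit2 EV, at least 14753-fold lower. FGL1, a secreted fibrinogen-like protein, also had no count in S2-013, at least 819-fold lower. CEACAM6 fell 51.1-fold in S2-013 as well (adjusted p = 1.83e-11), with the limit that its family has near-identical members among which reads can be shared. In all, 5116 genes changed in S2-LM7AA (2470 higher and 2646 lower, 31.1% of those tested) and 8023 in S2-013 (3970 higher and 4053 lower, 48.7%). Of these, 1646 in S2-LM7AA (1023 higher and 623 lower) and 3159 in S2-013 (1846 and 1313) changed at least 2-fold. With no filter on low counts, 3019 were higher and 2185 lower in S2-LM7AA, and 4553 and 3626 in S2-013. TMM is then computed over all genes with a count as well. The balance of the directions therefore depends on the genes counted, on the normalization or on both, which were not separated. S2-LM7AA replicate 1 alone held 15 transcripts, FN1 and APOA2 the most abundant, at 20 or more times their level in any other library. Without that replicate, 4101 genes changed in S2-LM7AA and the MAL2 difference was 297-fold.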

RNA-Seq confirmed a 3.5-fold upregulation of ST6Gal-I in S2-LM7AA cells and 16-fold upregulation in S2-013 cells (not shown). 

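ST6GAL1 (ENSG00000073849, chromosome 3 of GRCh38, 186930325 to 187078553, plus strand) had the lowest level of the 4 lines in Suit2 EV cells, 0.835 ± 0.114 CPM (SD, n = 3). The level was 2.87 ± 0.70 CPM in S2-LM7AA and 13.5 ± 0.676 CPM in S2-013 (n = 3 each). The rise was 3.45-fold in S2-LM7AA (log2 fold change 1.79, standard error 0.222, adjusted p = 2.03e-05 from edgeR). In S2-013 it was 16.3-fold (log2 fold change 4.02, standard error 0.201, adjusted p = 3.54e-10). In Suit2 OE cells the level was 27.4 ± 3.6 CPM, 33.1-fold above Suit2 EV (log2 fold change 5.05, standard error 0.199, adjusted p = 1.91e-09). A list written before the data were examined holds 22 measured genes of sialic acid synthesis, transfer and removal. Of these, 8 rose and 3 fell in S2-LM7AA and 11 did not pass (8 and 4 when adjusted over the list alone). In S2-013, 6 of them rose, 5 fell and 11 did not pass (6 and 5 when adjusted over the list alone). ST6GALNAC1, which adds sialic acid to O-glycans, fell from 5.52 ± 0.174 to 0.58 ± 0.209 CPM in S2-LM7AA (adjusted p = 1.55e-05) and to 0.0578 ± 0.10 CPM in S2-013 (adjusted p = 1.15e-07). The S2-013 value was 96.8-fold lower, or 62.3-fold without S2-013 replicate 1 and 1544-fold without S2-013 replicate 2. GNE, which catalyses the first steps of sialic acid synthesis, had a log2 fold change of 0.15 in S2-LM7AA (adjusted p = 0.371). GNE fell 3.89-fold in S2-013, from 211 ± 21.2 to 54.2 ± 3.67 CPM (adjusted p = 2.98e-09). The test of the list against all other genes passed in neither subclone (adjusted p = 0.47 and 0.965 from camera).

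**Figure D1:**
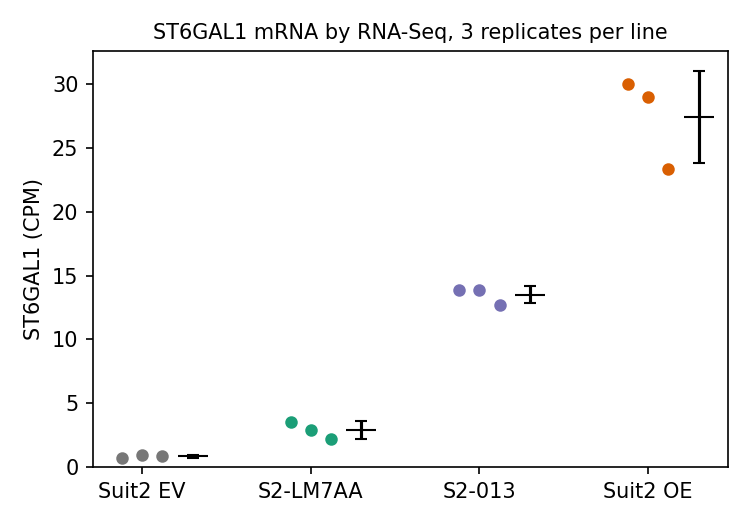
ST6GAL1 in CPM (vertical axis) in Suit2 EV, S2-LM7AA, S2-013 and Suit2 OE cells; points are the 3 replicates of each line, and the bars beside them the mean ± SD. The 3 Suit2 EV replicates lie below every replicate of the other lines.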

Ingenuity Pathway Analysis (IPA) was employed to identify the top 20 Biological Functions altered in the metastatic lines relative to Suit EV cells. 

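CALD1, which encodes the actin-binding protein caldesmon, rose 20.8-fold in S2-LM7AA cells and 49.0-fold in S2-013 cells (adjusted p = 5.88e-11 and 4.15e-13 from edgeR), from 1.52 ± 0.0473 CPM in Suit2 EV cells (SD, n = 3). KCNJ15, a potassium channel, rose 47.3-fold and 194-fold (adjusted p = 2.90e-10 and 1.05e-12). Without Suit2 EV replicate 2 these were 72.1-fold and 294-fold. AGR2, a protein disulfide isomerase of secretory epithelium, fell 5.57-fold and 83.1-fold (adjusted p = 4.88e-08 and 8.25e-12). BAMBI, a decoy receptor of the TGF-β family, went opposite ways, to 5.55 ± 0.762 CPM in S2-LM7AA and to 76.4 ± 7.1 CPM in S2-013, from 28.1 ± 3.96 CPM (adjusted p = 1.17e-08 and 2.41e-07). Over all genes tested, 2938 changed the same way in both subclones, 1513 higher and 1425 lower, where independent lists of these sizes would share 1246. Another 588 changed in opposite directions. Across 16476 genes, which are not independent replicates, the log2 fold changes of the subclones had a Pearson r of 0.482 and a Spearman rho of 0.460. Both comparisons use the same Suit2 EV libraries, and in 20 simulations of unchanged lines against shared controls the mean r was 0.571, with no shared call. No gene is changed in these simulations, so calls are rare by construction and their absence is no measure for the shared genes. The covariance was 0.0346 in the simulations and 0.605 in the data. The control libraries were then divided, 1 for 1 subclone and 2 for the other, in 6 arrangements chosen after these results were seen. The subclones shared 1485 to 2119 genes, 2.38 to 2.83 times as many as independent lists, with r from 0.399 to 0.430 and covariances from 0.573 to 0.634. Between the subclones themselves, 7507 genes differed.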

As shown in Figure 1, *D* and *E*, a strong correspondence was noted between the two subclones, illustrated by the fact that 17 of 20 of the Biological Functions were shared (denoted by red bars). These included cancer, gastrointestinal disease, developmental pathways (organismal development, tissue development), and cancer-associated cell functions (cellular movement, cellular development, cellular growth and proliferation). 

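The EMT, hypoxia, Hedgehog and Wnt lists used here were written from memory to follow the hallmark collection and are not the paper's gene sets. Of 160 measured genes of the EMT list, 89 rose, 19 fell and 52 did not pass in S2-LM7AA cells relative to Suit2 EV cells (93 and 21 when adjusted over the list alone). COL5A1, a fibrillar collagen, rose to 10.6 ± 1.18 CPM from 0.184 ± 0.185 CPM (SD, n = 3, adjusted p = 1.63e-08 from edgeR), 51.4-fold or 107-fold without Suit2 EV replicate 1. TIMP3, an inhibitor of metalloproteinases, rose from 26.0 ± 9.38 to 336 ± 8.82 CPM (adjusted p = 1.92e-08). LAMA3, a laminin chain of epithelial basement membranes, was 8.76-fold lower (adjusted p = 4.58e-09). In S2-013 cells, 73 EMT genes rose, 44 fell and 43 did not pass (75 and 45 when adjusted over the list alone). TIMP3 fell to 0.138 ± 0.0307 CPM (adjusted p = 4.92e-10), and SERPINE2, a protease inhibitor, fell from 1606 ± 98.6 to 14.9 ± 3.07 CPM (adjusted p = 6.52e-13). Of 169 hypoxia genes, 53 rose and 22 fell in S2-LM7AA (57 and 25 when adjusted over the list alone). In S2-013, 86 rose and 36 fell (90 and 36). AK4, a mitochondrial adenylate kinase, rose 25.4-fold to 80.3 ± 2.81 CPM in S2-013 (adjusted p = 8.49e-10). Its log2 fold change in S2-LM7AA was 0.45 (adjusted p = 0.22). Of 29 Hedgehog genes, 12 rose and 3 fell in S2-LM7AA (12 and 3 when adjusted over the list alone). In S2-013, 20 of them rose and 3 fell (21 and 3). AMOT, which encodes angiomotin, rose 5.26-fold and 23.4-fold (adjusted p = 1.91e-04 and 5.95e-08). Of 37 Wnt genes, 11 rose and 2 fell in S2-LM7AA (11 and 2 when adjusted over the list alone). In S2-013 the Wnt list had 19 genes that rose and 10 that fell (19 and 10). AXIN2, a target and feedback inhibitor of Wnt signaling, rose 2.3-fold and 2.51-fold (adjusted p = 1.49e-04 and 2.40e-05). DKK1, a secreted Wnt antagonist, fell to 352 ± 4.1 CPM in S2-LM7AA and rose to 1266 ± 23.6 CPM in S2-013, from 499.8 ± 52.4 CPM (adjusted p = 2.26e-04 and 4.07e-09). GSEA was run with fgsea on the signal-to-noise ranking of all genes tested. In S2-LM7AA the normalized enrichment score (NES) was 2.36 for EMT (adjusted p = 2.0e-14 by permutation of gene sets) and 1.70 for hypoxia (adjusted p = 4.8e-04, permutation). It was 1.60 for Hedgehog (adjusted p = 0.0351, permutation) and 1.50 for Wnt (adjusted p = 0.0588, permutation). In S2-013 the NES was 1.76 for EMT (adjusted p = 1.06e-04, permutation) and 1.92 for hypoxia (adjusted p = 1.12e-06, permutation). The score was 2.07 for Hedgehog (adjusted p = 3.8e-05, permutation) and 1.32 for Wnt (adjusted p = 0.168, permutation). None of these lists passed camera with an estimated correlation between genes. Its adjusted p in S2-LM7AA and S2-013 was 0.0717 and 0.436 for EMT, 0.347 and 0.383 for hypoxia, and 0.476 and 0.383 for Hedgehog. Without S2-LM7AA replicate 1, whose own transcripts include FN1, 83 EMT genes rose and 17 fell. The Hedgehog NES in S2-LM7AA was then 1.50 (1.42 without Suit2 EV replicate 2) and no longer passed. With genes ranked by signed F, EMT in S2-013 did not pass (NES 1.39, adjusted p = 0.101, permutation). Hedgehog in S2-LM7AA then scored 0.93 (adjusted p = 0.684, permutation) and also did not pass. With that ranking and the replicates as blocks, EMT, hypoxia and Hedgehog in S2-013 did not pass (adjusted p = 0.0751, 0.0582 and 0.0500, permutation), nor did Hedgehog in S2-LM7AA (NES 0.84, adjusted p = 0.732, permutation).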

Gene Set Enrichment Analysis (GSEA) of the normalized gene expression showed that, compared with Suit2 EV cells, S2-LM7AA and S2-013 cells were enriched in stemness-associated networks (Wnt, Hedgehog), EMT, and processes related to EMT such as hypoxia (Fig. 1, *F* and *G*). 

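ARNT2, a basic helix-loop-helix transcription factor that pairs with HIF proteins, rose 2.03-fold in S2-LM7AA cells and 4.82-fold in S2-013 cells, from 5.84 ± 0.112 CPM in Suit2 EV cells (SD, n = 3, adjusted p = 1.37e-05 and 7.45e-10 from edgeR). WWTR1, the transcriptional coactivator TAZ, rose from 146 ± 12.9 to 226 ± 16.7 and 325 ± 21.0 CPM (adjusted p = 7.74e-05 and 6.17e-08). SHH, the ligand sonic hedgehog, rose 1.63-fold and 3.89-fold (adjusted p = 5.82e-04 and 7.57e-09). BMP2, a bone morphogenetic protein, fell 3.38-fold in S2-LM7AA (adjusted p = 5.40e-06). SMAD1, which carries bone morphogenetic protein signals, fell 2.49-fold in S2-013, and JAG1, a Notch ligand, fell 2.39-fold (adjusted p = 1.73e-08 and 6.20e-06). Of 23 measured transcripts of Upstream Regulators that the paper names, 9 rose, 2 fell and 12 did not pass in S2-LM7AA (9 and 2 when adjusted over the list alone). In S2-013, 12 of these regulators rose, 3 fell and 8 did not pass (12 and 4). The study chose this list on these samples, so it is not independent evidence. A regulator's own transcript need not follow its activity, which IPA reads from the targets. The number that rose in S2-LM7AA was 5 without S2-LM7AA replicate 1 or without Suit2 EV replicate 1. Lists of targets, written before the data were examined, hold 21 measured genes for YAP/TEAD, 24 for Wnt/TCF, 17 for Hedgehog/GLI and 39 for TGF-β/SMAD. Of the YAP/TEAD targets, 12 rose and 1 fell in S2-LM7AA (12 and 1 when adjusted over the list alone). In S2-013, 13 rose and 5 fell (13 and 5). CCN2, a matrix-associated growth factor, rose from 8.16 ± 2.64 to 49.9 ± 5.69 and 66.7 ± 16.5 CPM (adjusted p = 1.41e-05 and 1.22e-06). Of the Wnt/TCF targets, 12 rose and 3 fell in S2-LM7AA (12 and 3 when adjusted over the list alone), and 13 rose and 5 fell in S2-013 (14 and 5). Of the Hedgehog/GLI targets, 9 rose and 2 fell in S2-LM7AA (10 and 2), and 11 rose and 3 fell in S2-013 (11 and 4). GLI3, a transcription factor of the pathway, rose 8.23-fold and 9.09-fold (adjusted p = 7.93e-08 and 1.46e-08). Of the TGF-β/SMAD targets, 17 rose and 5 fell in S2-LM7AA (18 and 6), and 19 rose and 13 fell in S2-013 (20 and 13). By camera with a preset correlation, the YAP/TEAD list passed (adjusted p = 0.00177 in S2-LM7AA and 0.0147 in S2-013), as did Wnt/TCF (adjusted p = 0.0483 and 0.0438). Hedgehog/GLI passed too (adjusted p = 0.00386 and 0.0184). TGF-β/SMAD passed in S2-LM7AA (adjusted p = 0.0194) and not in S2-013 (adjusted p = 0.138), a difference that was not tested. None of the target lists passed with an estimated correlation. The adjusted p was then 0.347 and 0.487 for YAP/TEAD, 0.338 and 0.383 for Wnt/TCF, 0.338 and 0.415 for Hedgehog/GLI, and 0.347 and 0.521 for TGF-β/SMAD. By GSEA, Wnt/TCF passed in neither subclone (adjusted p = 0.183 and 0.139 by permutation of gene sets), nor did TGF-β/SMAD (adjusted p = 0.222 and 0.0976, permutation). YAP/TEAD and Hedgehog/GLI passed in S2-LM7AA (NES 1.65 and 1.69, adjusted p = 0.0293 and 0.0201, permutation) and not in S2-013 (adjusted p = 0.0575 and 0.0982, permutation).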

We also utilized the IPA Upstream Regulator module to determine that the two metastatic subclones exhibited activation of regulators central to stem cell networks, EMT, cell growth and proliferation, and cell migration (Table S2).

Given the upregulation of ST6Gal-I observed in the metastatic subclones, we compared RNA-Seq data from ST6Gal-I OE and EV cells to determine whether forced overexpression of ST6Gal-I was sufficient to confer metastatic characteristics. Table S3 shows the top 50 upregulated and downregulated genes in Suit2 OE cells relative to EV cells. 

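In Suit2 OE cells, KCNJ15, a potassium channel, rose 32.7-fold over Suit2 EV cells to 14.0 ± 0.862 CPM (SD, n = 3, adjusted p = 3.88e-09 from edgeR), and 50.4-fold without Suit2 EV replicate 2. SPP1 rose 19.0-fold to 11.8 ± 3.26 CPM (adjusted p = 6.84e-07). EPHA7 rose 18.2-fold to 11.0 ± 3.84 CPM (adjusted p = 1.99e-06). KRT13, a keratin of stratified epithelium, went from 0.474 ± 0.106 to 6.44 ± 2.04 CPM (13.6-fold, adjusted p = 2.07e-06). CALD1 reached 16.6 ± 1.09 CPM (10.9-fold, adjusted p = 1.91e-09). Among the genes that fell, S100P, a calcium-binding protein, went from 25.6 ± 12.5 to 2.71 ± 1.17 CPM (9.31-fold, adjusted p = 1.44e-04). ANXA10, an annexin, went from 45.3 ± 12.7 to 8.62 ± 2.76 CPM (5.21-fold, adjusted p = 9.60e-06). TFF1, a secreted trefoil peptide of gastric mucosa, fell 4.48-fold (adjusted p = 0.00169). CEACAM5, which can share reads with its paralogs, fell 4.09-fold (adjusted p = 4.28e-04). In all, 3519 genes changed, 1909 higher and 1610 lower, 21.4% of those tested. Of these, 876 changed at least 2-fold, 780 higher and 96 lower. With no filter on low counts, 3498 genes changed, 2443 higher and 1055 lower. Without Suit2 EV replicate 3 the number was 2199 (1428 higher and 771 lower).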

An analysis of the top 20 IPA Biological Functions (Fig. 2*A*) revealed that forced expression of ST6Gal-I in Suit2 cells altered 14 of 17 of the pathways that were modulated in both of the metastatic subclones (red bars). Another two of the Functions were common to one of the two metastatic lines (green bars). Functions shared with both of the metastatic subclones included cancer, gastrointestinal disease, developmental pathways (organismal development, tissue development), and tumorigenic cell functions (cellular movement, cellular development, cellular growth and proliferation). GSEA indicated that ST6Gal-I overexpression activated Wnt, Hedgehog, EMT, and hypoxia networks (Fig. 2*B*). In addition, the IPA Upstream Regulators activated in Suit2 OE cells were very similar to those that activated in the metastatic subclones, specifically, regulators involved in EMT, stemness, hypoxia, and cell motility (Table S4). 

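The same lists written from memory were used for Suit2 OE cells. Of the EMT genes measured, 65 rose, 13 fell and 82 did not pass in Suit2 OE cells relative to Suit2 EV cells (76 and 15 when adjusted over the list alone). COL5A1 rose to 3.72 ± 0.688 CPM (SD, n = 3, adjusted p = 5.08e-06 from edgeR), 17.9-fold or 37.6-fold without Suit2 EV replicate 1. LOX, which cross-links collagen, rose from 6.58 ± 1.6 to 17.8 ± 3.1 CPM (adjusted p = 1.82e-04). MMP1, a collagenase, fell from 3292 ± 434 to 1351 ± 120.3 CPM (adjusted p = 1.46e-04). The number of EMT genes that fell was 7 without Suit2 OE replicate 1, and 8 without Suit2 OE replicate 2, Suit2 EV replicate 2 or Suit2 EV replicate 3. Of the hypoxia genes, 51 rose, 9 fell and 109 did not pass (60 and 11 when adjusted over the list alone). AK4 reached 14.5 ± 3.76 CPM (adjusted p = 4.04e-05), and DDIT4, a stress-induced inhibitor of mTORC1, rose from 6.99 ± 0.484 to 26.9 ± 9.68 CPM (adjusted p = 1.20e-05). Of 35 measured targets of HIF1A, a shorter list, 16 rose and 0 fell in Suit2 OE (20 and 2 when adjusted over the list alone). In S2-013, 25 of these rose and 1 fell (25 and 1), and in S2-LM7AA 8 rose and 5 fell (8 and 6). The adjusted p of the HIF1A list in camera was 5.28e-05 in Suit2 OE, 1.28e-06 in S2-013 and 0.303 in S2-LM7AA. With an estimated correlation it was 0.212 in Suit2 OE, 0.383 in S2-013 and 0.757 in S2-LM7AA. By GSEA the HIF1A list passed in all 3 lines (NES 1.93, 2.16 and 1.53, adjusted p = 2.89e-04, 4.69e-06 and 0.0499 by permutation of gene sets). Of the Hedgehog genes, 14 rose, none fell and 15 did not pass (16 rose when adjusted over the list alone). SHH reached 52.5 ± 7.95 CPM, 2.97-fold above the 17.7 ± 1.03 CPM of Suit2 EV (adjusted p = 2.00e-06). Of the Wnt genes, 11 rose, 2 fell and 24 did not pass (11 and 4 when adjusted over the list alone). FZD1, a Wnt receptor, rose from 17.9 ± 0.865 to 33.3 ± 6.33 CPM (adjusted p = 3.31e-04). DKK1, the Wnt antagonist, fell to 318 ± 8.56 CPM (adjusted p = 1.04e-04). The NES from GSEA was 2.24 for EMT (adjusted p = 7.5e-15 by permutation of gene sets) and 1.87 for hypoxia (adjusted p = 3.8e-07, permutation). For Hedgehog it was 1.94 (adjusted p = 2.9e-04, permutation) and for Wnt 1.41 (adjusted p = 0.0859, permutation). By camera with a preset correlation all 4 lists passed. The adjusted p was 2.22e-08 for EMT, 4.87e-05 for hypoxia, 9.36e-07 for Hedgehog and 0.0228 for Wnt. With an estimated correlation none passed, and all 4 lists had an adjusted p = 0.206.

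**Figure D2:**
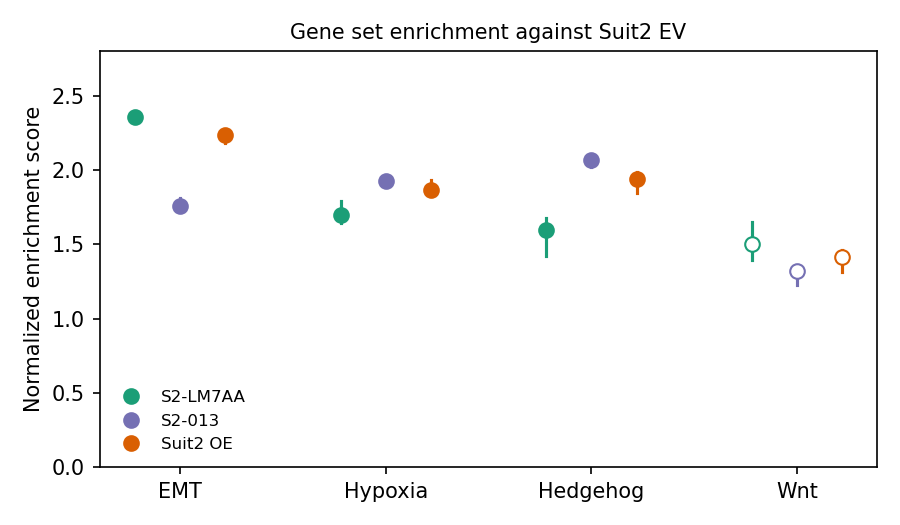
Normalized enrichment score (vertical axis) of the EMT, hypoxia, Hedgehog and Wnt lists in S2-LM7AA, S2-013 and Suit2 OE cells against Suit2 EV cells. Filled points have an adjusted p under 0.05 and open points do not, and lines give the range when each replicate is left out, with the Wnt points open in all 3 lines.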

To pinpoint pathways that may be particularly important for metastasis, we identified the Upstream Regulators that were coordinately activated in S2-013 and S2-LM7AA cells (Table 1A). We then compared these Upstream Regulators to those altered in Suit2 OE cells (Table 1A). As shown, about two-thirds (41/63) of the pathways activated in both of the metastatic lines were also activated in Suit2 OE cells relative to Suit2 EV cells. These Upstream Regulators included molecules involved in (i) stemness (WNT3A, β-catenin, LEF1, SHH, JAG1, GLI1, WBP2); (ii) EMT (TGFβ1, SMAD1-4, BMP2, GDF9, GLI1, HIF1A, WWTR1, ROR1, MRTFA, JAK1/2); and (iii) cell migration (ROCK1, RAF1, ARNT2, ROR1, SIM1, TEAD4, WWTR1, MRTFA). 

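In Suit2 OE cells, SHH, ARNT2 and LEF1, a transcription factor of Wnt signaling, were the regulators of this kind whose own transcripts rose. ARNT2 reached 11.4 ± 1.68 CPM (SD, n = 3, log2 fold change 0.97, standard error 0.122, adjusted p = 1.09e-04 from edgeR). LEF1 went from 7.84 ± 0.928 to 10.4 ± 1.13 CPM (log2 fold change 0.40, standard error 0.122, adjusted p = 0.0298). This call was lost without Suit2 EV replicate 2 (log2 fold change 0.34), without Suit2 OE replicate 3 (0.35) or with only these lines in the fit. Of the 23 regulators measured, 3 rose, none fell and 20 did not pass (3 rose when adjusted over the list alone, a list the study chose on these samples). HIF1A was at 115 ± 2.78 CPM against 122 ± 8.68 CPM in Suit2 EV (adjusted p = 0.561) and WWTR1 at 153 ± 8.92 CPM (adjusted p = 0.619). CTNNB1, which encodes β-catenin, was at 502 ± 0.833 CPM against 507 ± 27.3 CPM (adjusted p = 0.907). GLI1, a transcription factor of Hedgehog signaling, had a log2 fold change of 0.91 (adjusted p = 0.0534). It passed with DESeq2, with its size factors, with no filter on low counts, and without Suit2 OE replicate 1 (1.10) or replicate 3 (1.09). SMAD3, a transducer of TGF-β signals, fell in S2-LM7AA to 137 ± 6.48 CPM from 221 ± 21.4 CPM (adjusted p = 1.63e-05). Its log2 fold change was 0.14 in Suit2 OE (adjusted p = 0.257). SIM1 and WNT3A had 32 and 14 counts over all 12 libraries and were not tested. Among target genes, 8 of the YAP/TEAD list rose and 2 fell in Suit2 OE (9 and 2 when adjusted over the list alone). Of the Wnt/TCF list, 9 rose and 2 fell (10 and 2), and of the Hedgehog/GLI list 7 rose and 1 fell (8 and 1). The TGF-β/SMAD list had 12 that rose and 3 that fell (14 and 3). CCDC80, a matrix protein, rose from 3.58 ± 0.427 to 17.0 ± 1.74 CPM (adjusted p = 3.56e-07). NOTUM, a secreted Wnt inhibitor that is itself a Wnt target, rose 6.29-fold (adjusted p = 2.25e-04). GLI3 rose 3.59-fold (adjusted p = 9.55e-05), and COL7A1, the collagen of anchoring fibrils, rose 4.78-fold (adjusted p = 7.40e-06). Of 29 measured targets of MRTF and SRF, 10 rose and none fell in Suit2 OE (12 rose when adjusted over the list alone). In S2-LM7AA, 13 of these rose and 2 fell (14 and 2), and in S2-013 16 rose and 3 fell (16 and 3). In camera with a preset correlation these lists passed in Suit2 OE. The adjusted p was 0.0129 for YAP/TEAD, 0.0189 for Wnt/TCF, 0.00178 for Hedgehog/GLI, 0.0126 for TGF-β/SMAD and 4.87e-05 for MRTF/SRF. With an estimated correlation none passed, at 0.362 for YAP/TEAD, 0.291 for TGF-β/SMAD and 0.206 for the others. In S2-LM7AA and S2-013, MRTF/SRF had an adjusted p = 2.96e-05 and 8.50e-04, or 0.338 and 0.415 with an estimated correlation. By GSEA in Suit2 OE, YAP/TEAD, Hedgehog/GLI and MRTF/SRF passed (NES 1.61, 1.63 and 1.93, adjusted p = 0.0283, 0.0275 and 2.89e-04 by permutation of gene sets). Wnt/TCF and TGF-β/SMAD did not (adjusted p = 0.0626 and 0.0823, permutation).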

Finally, we screened for shared pathways in the IPA Biological Functions and Canonical Pathways databases and observed substantial activation of pathways involved in EMT and cell motility in the three lines with high ST6Gal-I expression, S2-013, S2-LM7AA, and Suit2 OE (Table 1B). 

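CDH1 (ENSG00000039068, chromosome 16 of GRCh38, 68737292 to 68835537, plus strand) encodes E-cadherin, the adhesion protein of epithelial junctions. It fell from 139 ± 10.0 CPM in Suit2 EV cells (SD, n = 3) to 14.2 ± 1.88 CPM in S2-LM7AA (log2 fold change -3.30, standard error 0.132, adjusted p = 3.13e-10 from edgeR). The level was 40.3 ± 3.49 CPM in S2-013 (log2 fold change -1.79, standard error 0.123, adjusted p = 1.30e-08) and 101 ± 15.4 CPM in Suit2 OE (log2 fold change -0.46, standard error 0.119, adjusted p = 0.0134). CDH2 (ENSG00000170558, chromosome 18, 27932879 to 28177946, minus strand) encodes N-cadherin, an adhesion protein of mesenchymal cells. It rose from 14.2 ± 2.46 to 38.9 ± 2.29 CPM in S2-LM7AA (adjusted p = 2.42e-06) and to 19.5 ± 1.99 CPM in Suit2 OE (log2 fold change 0.46, standard error 0.131, adjusted p = 0.0259). S2-013 had no CDH2 count, at least 621-fold lower than Suit2 EV. The Suit2 OE call for CDH1 was lost without Suit2 EV replicate 1 (log2 fold change -0.44), Suit2 EV replicate 3 (-0.38) or Suit2 OE replicate 1 (-0.32). For CDH2 it was lost without Suit2 EV replicate 2 (0.35), without Suit2 OE replicate 2 (0.42) or with only these lines in the fit. FN1, which encodes fibronectin, was at 18.6 ± 30.2 CPM in S2-LM7AA against 0.867 ± 0.117 CPM in Suit2 EV (log2 fold change 4.40, adjusted p = 0.0112). That rise rests on replicate 1, without which the log2 fold change was 0.47 (adjusted p = 0.274). The rise was 21.1-fold with all libraries and 31.7-fold without S2-LM7AA replicate 2. FN1 was at 1.29 ± 0.34 CPM in S2-013 and 0.751 ± 0.106 CPM in Suit2 OE (adjusted p = 0.759 and 0.943). SNAI1, the transcription factor snail, rose in S2-013 from 0.70 ± 0.155 to 1.45 ± 0.187 CPM (adjusted p = 0.0033). It had log2 fold changes of 0.30 in S2-LM7AA and -0.27 in Suit2 OE (adjusted p = 0.449 and 0.541). SNAI2, the transcription factor slug, fell from 3.65 ± 0.428 to 0.0815 ± 0.0385 CPM in S2-013 (adjusted p = 1.42e-09). Its log2 fold changes were -0.22 and -0.26 in S2-LM7AA and Suit2 OE (adjusted p = 0.435 and 0.391). OCLN, the tight junction protein occludin, had log2 fold changes of -0.48, 0.36 and -0.02 in S2-LM7AA, S2-013 and Suit2 OE (adjusted p = 0.249, 0.298 and 0.973).

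**Figure D3:**
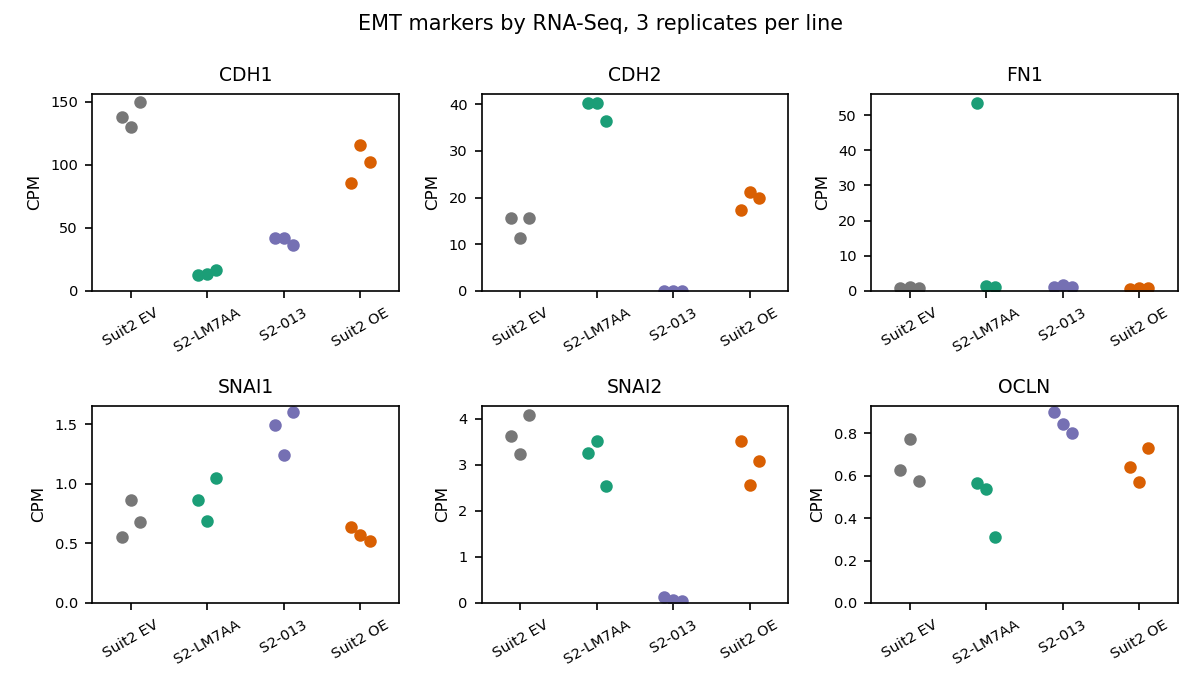
CDH1, CDH2, FN1, SNAI1, SNAI2 and OCLN in CPM (vertical axes) in the 3 replicates (points) of Suit2 EV, S2-LM7AA, S2-013 and Suit2 OE cells. CDH1 is highest in Suit2 EV, CDH2 has no count in S2-013, and FN1 is at 53.5 CPM in S2-LM7AA replicate 1 against 1.28 and 1.08 in the other S2-LM7AA replicates.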

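EPCAM, an epithelial adhesion molecule, fell from 909 ± 26.6 CPM in Suit2 EV cells (SD, n = 3) to 295 ± 46.2 CPM in S2-LM7AA, 238 ± 4.78 CPM in S2-013 and 627 ± 64.9 CPM in Suit2 OE (adjusted p = 2.97e-08, 1.33e-09 and 0.00276 from edgeR). EHF, a transcription factor of epithelial cells, fell 7.76-fold in S2-013 (adjusted p = 5.10e-10), and CLDN3, a claudin, rose from 14.4 ± 2.21 to 24.7 ± 3.31 CPM in Suit2 OE (adjusted p = 0.00118). Of 45 measured epithelial markers, 2 rose and 34 fell in S2-LM7AA (2 and 36 when adjusted over the list alone). In S2-013, 6 rose and 27 fell (6 and 30), and in Suit2 OE 8 rose and 4 fell (8 and 4). Leaving out any 1 library of Suit2 EV or Suit2 OE moved the Suit2 OE numbers, to as few as 4 higher and 1 lower without Suit2 EV replicate 1. ITGB3, integrin β3, rose 6.64-fold in S2-LM7AA, 6.99-fold in S2-013 and 2.84-fold in Suit2 OE (adjusted p = 1.20e-05, 3.21e-06 and 0.00695). LOX reached 38.7 ± 8.27 CPM in S2-LM7AA and 24.7 ± 2.18 CPM in S2-013 (adjusted p = 1.19e-07 and 9.38e-07). Of 21 measured mesenchymal markers, 15 rose and 1 fell in S2-LM7AA (15 and 2 when adjusted over the list alone). Without replicate 1, which alone held FN1 at a high level, 14 rose and 2 fell over all genes. In S2-013, 12 of them rose and 5 fell (12 and 5), and in Suit2 OE 10 rose and 1 fell (10 and 1). Of the fibroblast markers 5 were measured, and 3 rose in each line, with 2 lower in S2-013 (4, 3 and 4 higher when adjusted over the list alone). FLNC, an actin cross-linker, rose 5.84-fold in S2-LM7AA, 4.68-fold in S2-013 and 2.97-fold in Suit2 OE (adjusted p = 1.47e-06, 2.14e-06 and 6.23e-04). PAK1, a kinase that acts on the cytoskeleton, was 1.56-fold, 1.94-fold and 1.51-fold lower in the same lines (adjusted p = 2.09e-05, 1.28e-07 and 1.82e-04). Of 70 genes of motility and the cytoskeleton, 18 rose and 12 fell in S2-LM7AA (19 and 12 when adjusted over the list alone). In S2-013, 27 of the motility genes rose and 19 fell (27 and 20), and in Suit2 OE 12 rose and 7 fell (13 and 8). The number that fell in Suit2 OE was 2 without Suit2 OE replicate 1 or replicate 2, 3 without Suit2 EV replicate 3 and 4 without Suit2 EV replicate 1 or replicate 2. By camera, the epithelial list passed in S2-LM7AA and S2-013 (adjusted p = 2.10e-22 and 1.28e-06) but not in Suit2 OE (adjusted p = 0.498), and the difference was not tested. The mesenchymal list passed in S2-LM7AA and Suit2 OE (adjusted p = 4.01e-06 and 0.00119) and had an adjusted p = 0.0753 in S2-013. With an estimated correlation, the epithelial list had an adjusted p = 0.0107 in S2-LM7AA and 0.383 in S2-013, and the mesenchymal list 0.10 in S2-LM7AA and 0.206 in Suit2 OE. The fibroblast list had an adjusted p = 0.0338, 0.225 and 0.0129 in S2-LM7AA, S2-013 and Suit2 OE, or 0.338, 0.477 and 0.206 with an estimated correlation. Of 6 measured endothelial markers, 4 rose and 1 fell in S2-LM7AA, 3 and 1 in S2-013, and 3 and 0 in Suit2 OE (the same numbers when adjusted over the list alone), and 2 rose in S2-LM7AA without Suit2 EV replicate 2 or S2-LM7AA replicate 3. The endothelial list had an adjusted p = 0.115, 0.287 and 0.0366 by camera, or 0.338, 0.477 and 0.206 with an estimated correlation. The motility list had an adjusted p = 0.0743, 0.244 and 0.401 by camera, or 0.406, 0.561 and 0.64 with an estimated correlation. By GSEA it passed in S2-LM7AA (NES 1.48, adjusted p = 0.0428 by permutation of gene sets) and not in S2-013 or Suit2 OE (adjusted p = 0.155 and 0.083, permutation).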

Taken together, these data strongly suggest that the forced expression of ST6Gal-I in the parental, poorly metastatic Suit2 line is sufficient to activate many of the metastasis-associated processes upregulated in the metastatic subclones, S2-013 and S2-LM7AA.

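The genes that changed the same way in all 3 lines were 1552, 914 higher and 638 lower. With no filter on low counts, 1177 were higher and 397 lower, and with a fold of 2 and an unadjusted p under 0.05, 424 and 58. Among them, NES, which encodes the intermediate filament nestin, rose from 15.4 ± 1.64 CPM in Suit2 EV to 80.1 ± 4.57 CPM in S2-LM7AA, 55.4 ± 4.3 CPM in S2-013 and 28.3 ± 1.69 CPM in Suit2 OE (SD, n = 3, adjusted p = 5.25e-10, 1.04e-09 and 4.73e-05 from edgeR). P2RY1 rose in Suit2 OE to 7.21 ± 0.639 CPM (adjusted p = 3.96e-08). F3, which encodes tissue factor, fell from 47.1 ± 5.96 to 13.8 ± 0.98, 7.26 ± 0.388 and 29.7 ± 6.71 CPM (adjusted p = 2.53e-07, 1.20e-09 and 0.00416). KRT13 went the other way in S2-LM7AA, 7.54-fold lower (adjusted p = 7.70e-04), or 4.91-fold without S2-LM7AA replicate 2. Of the genes that changed in Suit2 OE cells, 2071 changed the same way in S2-LM7AA (1186 higher and 885 lower) and 132 the opposite way. In S2-013, 2409 changed the same way (1348 higher and 1061 lower) and 223 the opposite way. With no filter, S2-LM7AA shared 1523 higher and 550 lower and S2-013 1686 and 653, and with the fold of 2 they shared 573 and 68, and 674 and 93. Independent lists of these sizes would share 545 genes between Suit2 OE and S2-LM7AA, 856 between Suit2 OE and S2-013, and 133 in all 3 lines. Across genes, which are not independent replicates, the log2 fold changes of Suit2 OE had a Pearson r of 0.582 with those of S2-LM7AA (rho 0.571) and of 0.549 with those of S2-013 (rho 0.534). The covariances were 0.342 and 0.500. Simulated unchanged lines against the same Suit2 EV libraries gave covariances of 0.0343 and 0.0345, correlations of 0.558 and 0.568 and no shared call. With no gene changed in them, calls are rare by construction, so the last value is no measure for the shared genes. With the Suit2 EV libraries divided between the comparisons, in 6 arrangements chosen after these results were seen, Suit2 OE shared 454 to 1137 genes with S2-LM7AA and 486 to 1537 with S2-013. These were 3.60 to 5.43 and 2.79 to 3.57 times the numbers of independent lists. With 1 Suit2 EV library for each line, 312 to 485 genes were shared by all 3, at least 24.1 times the number of independent lists. Direct comparison found 3462 genes that differed between Suit2 OE and S2-LM7AA and 6772 between Suit2 OE and S2-013. Without Suit2 EV replicate 3, 1336 genes were shared by Suit2 OE and S2-LM7AA, 1530 by Suit2 OE and S2-013, and 1032 by all 3 lines. From the functions, networks and regulators that Suit2 OE cells share with the subclones, the paper proposes that forced expression of ST6Gal-I is enough to activate many of the processes tied to metastasis in S2-013 and S2-LM7AA.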

**Figure 2:**
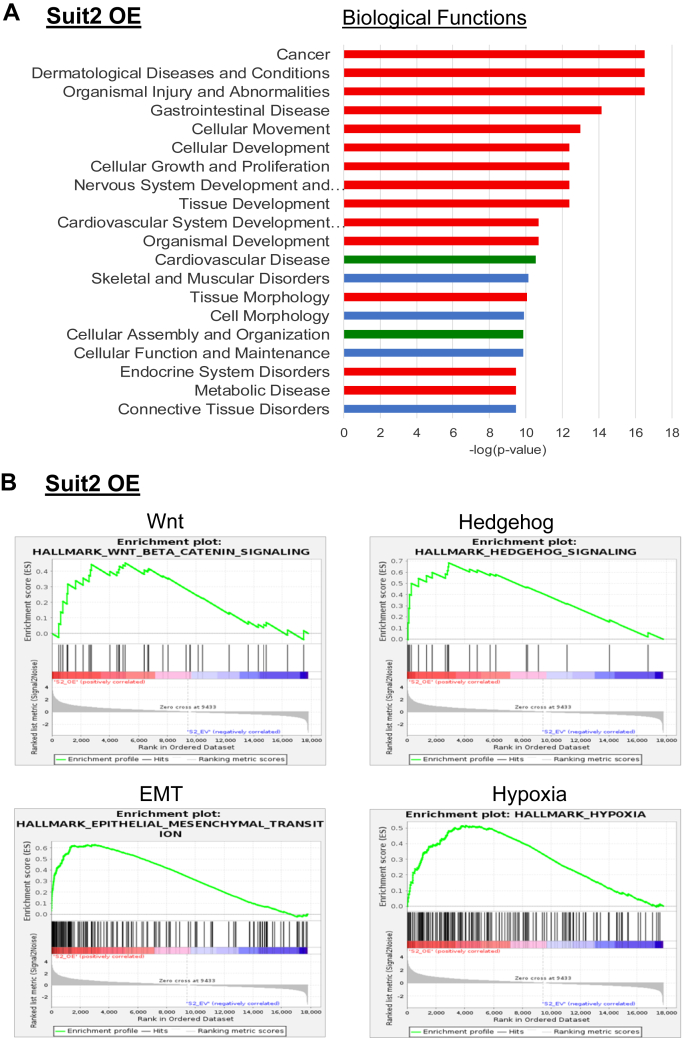
**Overexpression of ST6Gal-I in Suit2 cells promotes activation of metastasis-associated gene networks including stemness and epithelial to mesenchymal transition (EMT) pathways**. *A*, graph depicts the top 20 IPA Biological Functions altered in Suit2 overexpression (OE) cells as compared with Suit2 empty vector (EV) cells. Fourteen of the Biological Functions altered in Suit2 OE cells were also altered in both S2-LM7AA and S2-013 cells (*red bars*). Another two Functions were shared with one of the two subclones (*green bars*). *B*, gene Set Enrichment Analysis of Suit2 OE versus EV cells show that OE cells are enriched in the following pathways: Wnt (normalized enrichment score [NES] = 1.34; false discovery rate [FDR] = 0.10), Hedgehog (NES = 1.84, FDR = 0.001), EMT (NES = 2.24, FDR < 0.0005) and Hypoxia (NES = 1.85, FDR = 0.001).

**Table 1:** Pathways Shared by Metastatic Subclones and Suit2 OE cells

A. Upstream regulators with predicted activation			
Regulator	S2-013 versus	S2-LM7AA versus	Suit2 OE versus
	Suit2 EV	Suit2 EV	Suit2 EV
	*Z* score	*Z* score	Z score
APLN	2.164	1.554	2.728
ARNT2	3.569	2.335	4
BDNF	2.943	2.914	2.58
BMP2	1.981	1.62	2.381
BRD4	2.273	2.178	2.626
CBX5	3.317	2.414	
CCR2	3.687	3.111	1.89
CG	1.857	2.268	2.287
CIITA	2.27	1.946	1.82
CLEC4G	1.994	2.121	
CTNNB1	2.493	3.043	1.656
D-glucose	2.569	2.861	2.118
DSCAM	4.122	2.683	2.688
DSCAML1	3.452	1.877	3.3
EREG	2.012	1.982	
F2	2.45	3.441	2.787
FBXO32	2.467	1.655	
GDF9	1.74	2.392	1.936
GLI1	2.433	2.787	2.208
Growth hormone	2.226	1.807	2.469
HIF1A	2.695	1.706	3.905
HRG	2.138	2.236	2
IL10	2.115	1.674	
IL6	1.505	2.34	
JAG1	2.315	2.223	3.086
JAK1/2	2.065	1.732	2.433
KDM3A	2.197	2.241	
KMT2D	2.468	1.694	
LATS2	2.534	1.706	
LEF1	2.083	2.314	3.026
LLGL2	2.887	3.317	2.646
MAPK1	3.046	2.852	
MRTFA	1.674	3.491	2.078
MRTFB	3.466	4.182	2.883
MYOD1	1.901	2.166	
NMNAT1	2.197	1.976	
NORAD	2.138	2.714	1.974
NOTCH1	2.842	1.988	
NRG1	3.729	3.789	3.696
NSUN6	3.5	2.887	2.646
PLAG1	2.377	1.912	
progesterone	1.861	2.311	
RAF1	1.979	2.163	2.936
ROCK1	2.178	2.621	2.425
ROR1	2.074	2.813	2.236
RXFP2	1.633	2	
SHH	1.823	2.95	2.689
SIM1	3.637	2.038	3.615
SMAD1	1.676	2.805	2.038
Smad2/3-Smad4	1.698	1.98	3.296
SMAD3	2.796	2.791	2.264
SNAI2	2.343	1.651	
STAT5B	2.336	1.681	
TEAD1	3.979	2.309	
TEAD2	3.3	2.53	
TEAD3	3.578	2.111	
TEAD4	4.086	2.137	2.449
Tgf beta	3.452	4.016	3.543
TGFB1	3.141	4.557	3.943
WBP2	2.419	2.212	3.036
WNT3A	1.954	3.388	3.535
WWTR1	2.697	2.041	1.698
ZEB1	1.822	2.06	

B. Biological functions and canonical pathways			
Regulator	S2-013 versus	S2-LM7AA versus	Suit2 OE versus
	Suit2 EV	Suit2 EV	Suit2 EV
	*Z* score	*Z* score	Z score
Regulation of EMT by growth factors pathway	2.309	2.357	2.137
Regulation of EMT in development pathway	2.333	2.357	2.132
Colorectal cancer metastasis signaling	2.837	2.556	2.188
Ephrin receptor signaling	2.828	2.673	2.414
Integrin signaling	3.464	1.789	2.646
Migration of cells	4.786	3.972	3.622
Migration of tumor cell lines	3.206	1.798	3.64
Microtubule dynamics	6.343	4.302	3.901
Organization of cytoskeleton	6.042	4.267	4.084
Chemotaxis	5.839	3.648	2.004
Formation of cellular protrusions	6.104	3.636	3.881
Cell movement	5.629	4.219	3.315
Cell movement of tumor cell lines	3.552	1.543	2.709

### Cells with high ST6Gal-I expression exhibit enhanced expression of mesenchymal markers

Based on the RNA-Seq results, we further investigated the role of ST6Gal-I in EMT. To supplement the Suit2 OE cell model (Fig. 3*A*), ST6Gal-I was knocked down (KD) in the metastatic S2-LM7AA and S2-013 lines (Fig. 3, *B* and *C*, respectively). A nontargeting shRNA sequence was used as the control (shC). The expression of EMT markers was examined in cells with modulated ST6Gal-I expression. A switch between E-cadherin, an epithelial cadherin, and N-cadherin, a mesenchymal cadherin, is a hallmark of EMT. In addition, cells that have undergone EMT exhibit an upregulation in the mesenchymal transcription factors, slug and snail. As compared with Suit2 EV cells, Suit2 OE cells had increased expression of the mesenchymal markers, snail and N-cadherin, although slug expression was unchanged (Fig. 3*A*). Contrarily, the epithelial marker, E-cadherin, was reduced in OE cells. Consistent with these results, knockdown of ST6Gal-I in the metastatic S2-LM7AA and S2-013 lines strongly suppressed the expression of snail, slug, and N-cadherin, whereas E-cadherin expression was enhanced in KD cells (Fig. 3, *B* and *C*).

**Figure 3:**
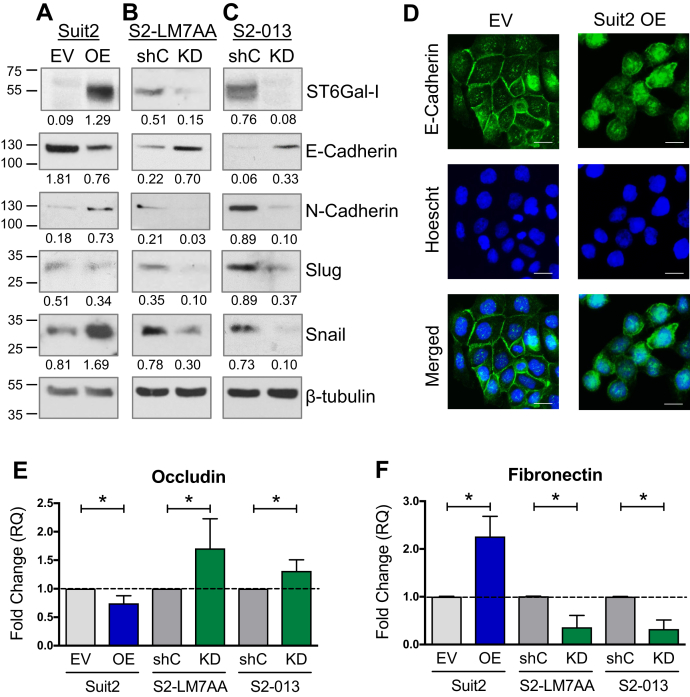
**Cells with high ST6Gal-I expression display a mesenchymal phenotype.***A–C*, to complement the Suit2 overexpression (OE) model (*A*), ST6Gal-I was knocked down (KD) in S2-LM7AA (*B*) and S2-013 (*C*) cells. Cells expressing a nontargeting shRNA were used as the control (shC). High expression of ST6Gal-I in the three cell models was associated with increased expression of mesenchymal markers (N-cadherin, slug, and snail), whereas the epithelial marker (E-cadherin) was decreased in high ST6Gal-I expressers. Densitometric values were normalized to the β-tubulin loading control. *D*, immunocytochemistry for E-cadherin in the Suit2 line shows reduced junctional staining in Suit2 OE cells. The scale bar represents 10 μm. *E–F*, downstream transcriptional targets of slug and snail, occludin (*E*), and fibronectin (*F*) were measured using qRT-PCR. Graphs represent the means ± SEMs from three independent experiments, with each experiment performed in triplicate. ∗denotes *p* < 0.05.

An important event in EMT is the breakdown of E-cadherin-containing cell–cell junctions, an event that promotes a more mesenchymal phenotype and facilitates cell motility. E-cadherin localization was examined by immunocytochemistry in Suit2 EV and OE cells. Suit2 EV cells displayed strong E-cadherin localization at the cell–cell junctions, whereas the staining in OE cells was intracellular and not distinctively membrane bound (Fig. 3*D*). Staining of the two metastatic subclones did not yield any overt differences in E-cadherin localization between shC and KD cells; however, there was little junctional staining in any of these lines (data not shown). We hypothesize that, since shC cells are already highly metastatic, knockdown of ST6Gal-I alone was insufficient to restore strong cell–cell junctions (although overall levels of E-cadherin were enhanced by ST6Gal-I KD, Fig. 3, *B* and *C*).

We next assessed downstream transcriptional targets of slug and snail using qRT-PCR. Slug and snail regulate the transcription of numerous genes involved in EMT including occludin, an epithelial marker suppressed during EMT, and fibronectin, a mesenchymal marker upregulated during EMT. In comparison with Suit2 EV cells, OE cells had decreased levels of occludin mRNA (Fig. 3*E*), whereas ST6Gal-I KD in the S2-LM7AA and S2-013 lines caused an increase in occludin expression (Fig. 3*E*). An opposite expression pattern was noted for fibronectin, where fibronectin mRNA levels were augmented in Suit2 cells with forced OE but reduced by ST6Gal-I KD in the two metastatic lines (Fig. 3*F*).

### ST6Gal-I activity increases cellular invasiveness

As cell invasiveness is a seminal phenotypic feature of EMT, invasion assays were conducted using Matrigel-coated transwell chambers. Cells were allowed to invade for 24 h, and cells migrating to the underside of the matrigel-coated filters were stained with crystal violet. Stained cells were solubilized in 10% acetic acid and invasion quantified by absorbance spectroscopy. S2-013 and S2-LM7AA shC cells were inherently more invasive than Suit2 EV cells, consistent with the metastatic phenotype of these two subclones (representative images in Fig. 4, *A*–*C*, quantification in Fig. 4*D*). Upon forced ST6Gal-I OE, Suit2 cells displayed a significant increase in invasion (Fig. 4, *A* and *D*). In contrast, KD of ST6Gal-I suppressed the invasive capabilities of the metastatic S2-013 and S2-LM7AA lines (Fig. 4, *B*–*D*). Interestingly, the overall degree of cell invasiveness was correlated with the levels of ST6Gal-I mRNA (Fig. 4*E*) and protein (Fig. 4*F*). Cells with the highest amount of ST6Gal-I (*e.g.*, S2-013 shC cells) were the most invasive.

**Figure 4:**
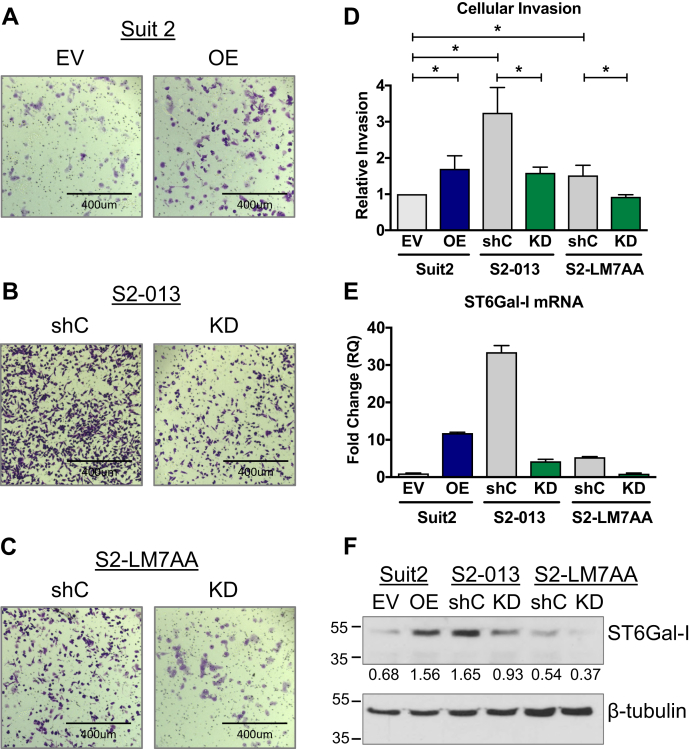
**Cells with high ST6Gal-I expression are more invasive.***A–C*, representative images of transwell invasion assays for Suit2 (*A*), S2-013 (*B*), and S2-LM7AA (*C*) cells. *D*, Cells invading through matrigel-coated transwell filters were stained with crystal violet and then solubilized in 10% acetic acid. Invasion was quantified by absorbance spectroscopy. Absorbance values were normalized to those of controls (cells plated in chambers with no chemoattractant). Graph represents the means ± SEMs from at least three independent experiments. ∗denotes *p* < 0.05. *E*, Representative mRNA expression of ST6Gal-I from at least three independent experiments. *F*, ST6Gal-I protein expression. Densitometric values were normalized to the β-tubulin loading controls.

### Cells with high ST6Gal-I expression display increased α2-6 sialylation and activation of EGFR

EGFR is an important driver of EMT, and our prior studies demonstrated that ST6Gal-I-mediated sialylation of EGFR promotes both basal and ligand-dependent EGFR activation in pancreatic and ovarian cancer cells (25). To evaluate EGFR sialylation levels, we conducted pull-down experiments using sambucus nigra agglutinin (SNA), a lectin that selectively binds to the α2-6 sialic acid linkage elaborated by ST6Gal-I. Cell lysates were incubated with agarose-conjugated SNA to precipitate α2-6 sialylated proteins, and then precipitates were immunoblotted for EGFR. Suit2 EV cells, with low endogenous ST6Gal-I, had low levels of α2-6-sialylated EGFR, whereas cells with ST6Gal-I OE displayed enriched sialylation of EGFR (Fig. 5*A*). The total amount of EGFR was comparable in Suit2 EV and OE cells, indicating that manipulation of ST6Gal-I expression did not alter overall levels of EGFR expression. Importantly, the overexpression of ST6Gal-I caused an increase in the basal activation of EGFR, evidenced by immunoblotting for phosphorylated EGFR (Fig. 5*A*). SNA precipitation assays were next conducted with the S2-LM7AA and S2-013 lines. As shown in Fig. 5, *B* and *C*, EGFR was sialylated in S2-LM7AA and S2-013 shC cells; however, levels of α2-6 sialylated EGFR were greatly reduced in the ST6Gal-I KD lines. Knockdown of ST6Gal-I also resulted in a decrease in basal EGFR activation, whereas total levels of EGFR were equivalent in EV and KD cells. These results suggest that α2-6 sialylation of EGFR by ST6Gal-I is sufficient to induce EGFR activation, independent of ligand binding.

**Figure 5:**
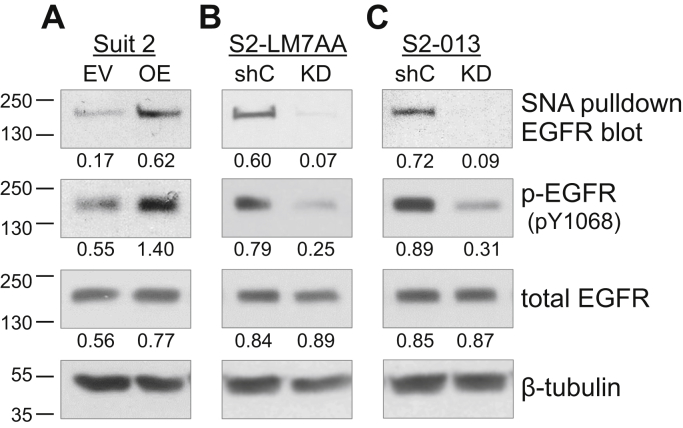
**Cells with high ST6Gal-I expression exhibit increased α2-6 sialylation and activation of EGFR**. Suit2 (*A*), S2-LM7AA (*B*), and S2-013 (*C*) cells with modulated ST6Gal-I expression were evaluated for sialylation and activation of EGFR. ST6Gal-I-sialylated proteins were precipitated using SNA lectin and then immunoblotted for EGFR. To evaluate EGFR activation state, whole-cell lysates were immunoblotted for phosphorylated (pY1068) or total EGFR. Densitometric values were normalized to the β-tubulin loading control.

### Inhibition of EGFR attenuates the differential effects of ST6Gal-I on EMT marker expression and cell invasiveness

In view of the enhanced EGFR activation in cells with high ST6Gal-I expression, we evaluated the role of sialylated EGFR in directing EMT. Cells were treated with the EGFR tyrosine kinase inhibitor, erlotinib, and probed for EGFR activation by immunoblotting. As shown in Fig. 6*A*, erlotinib treatment of Suit2 EV and OE cells not only diminished the overall activation of EGFR but also eliminated the ST6Gal-I-dependent differences in EGFR activation (Fig. 6*A*, long exposure). Similarly, ST6Gal-I-mediated differences in EGFR activation were ablated by erlotinib in the S2-LM7AA line (Fig. 6*B*). On the other hand, erlotinib treatment did not eliminate ST6Gal-I-dependent differences in S2-013 cells; shC cells maintained substantially higher levels of activated EGFR than KD cells in the presence of erlotinib, although overall levels of EGFR activation were reduced by the drug in both lines (Fig. 6*C*).

**Figure 6:**
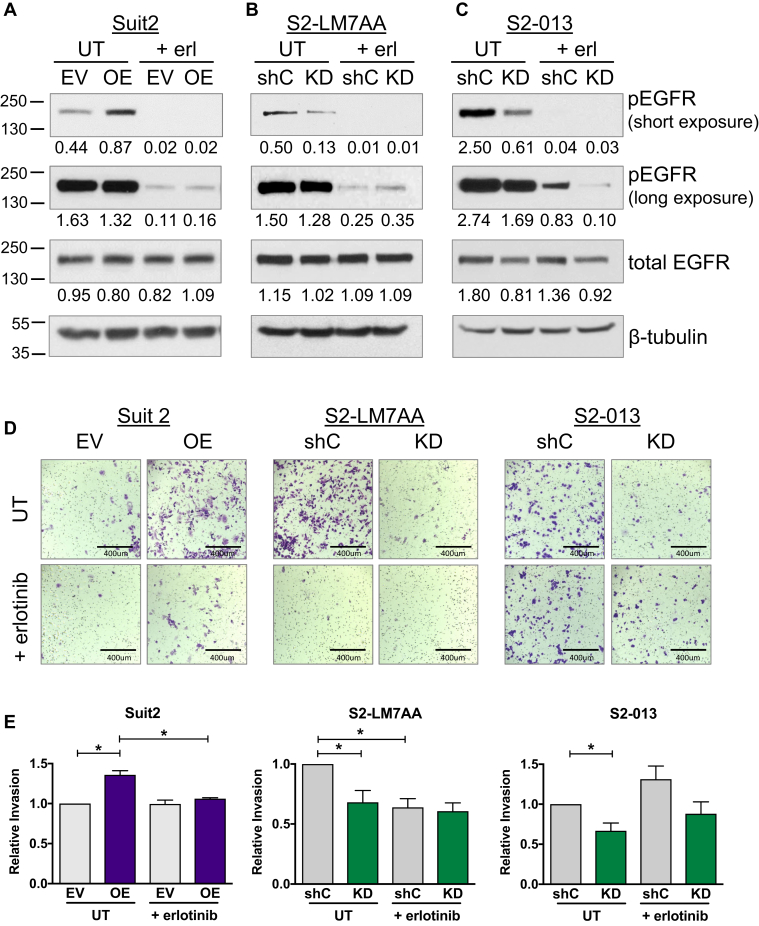
**EGFR inhibition attenuates the invasive phenotype conferred by ST6Gal-I in Suit2 and S2-LM7AA cells**. *A*, Suit2, *B*, S2-LM7AA, and *C*, S2-013 cells were treated for 24 h with erlotinib (+erl) or left untreated (UT). Cell lysates were immunoblotted for phospho and total EGFR. Short and long film exposures are shown for the phospho-EGFR blots. Densitometric values in A–C were normalized to the loading control. *D*, Suit2 parental and metastatic cell lines were treated with or without erlotinib and then subjected to invasion assays. Representative images are shown of crystal violet–stained cells. *E*, crystal violet–stained cells were solubilized with 10% acetic acid, and relative invasion was quantified by absorbance spectroscopy. Absorbance values were normalized to those of controls (cells seeded in chambers with no chemoattractant). Graphs represent the means ± SEMs from at least three independent experiments, with each experiment performed in triplicate. ∗denotes *p* < 0.05.

To determine whether inhibiting EGFR suppressed the invasive capabilities imparted by ST6Gal-I, invasion assays were conducted in the presence or absence of erlotinib. As observed previously, untreated Suit2 OE cells were more invasive than untreated EV cells; however, this difference was abolished by erlotinib treatment (representative images in Fig. 6*D*, quantification in Fig. 6*E*). Likewise, the enhanced invasiveness of S2-LM7AA shC cells, as compared with KD cells, was eliminated by erlotinib treatment (Fig. 6, *D* and *E*). However, erlotinib seemed to have little effect on the invasiveness of S2-013 cells (Fig. 6, *D* and *E*). Because S2-013 invasiveness was not inhibited by erlotinib, the role of EGFR in EMT was not examined further in this line.

The expression of EMT markers was next assessed in Suit2 and S2-LM7AA cells treated with or without erlotinib (Fig. 7, *A* and *B*). Consistent with data in Fig. 3, untreated Suit2 ST6Gal-I OE cells had elevated expression of snail relative to EV cells, with no difference in slug expression. Erlotinib treatment reduced the overall expression of snail and also neutralized the ST6Gal-I-dependent differences in snail expression (Fig. 7*A*, long exposure). In the S2-LM7AA line, untreated shC cells exhibited higher expression of both slug and snail in comparison with ST6Gal-I KD cells. Treatment with erlotinib abrogated ST6Gal-I-dependent differences in expression of these proteins (Fig. 7*B*, long exposure).

**Figure 7:**
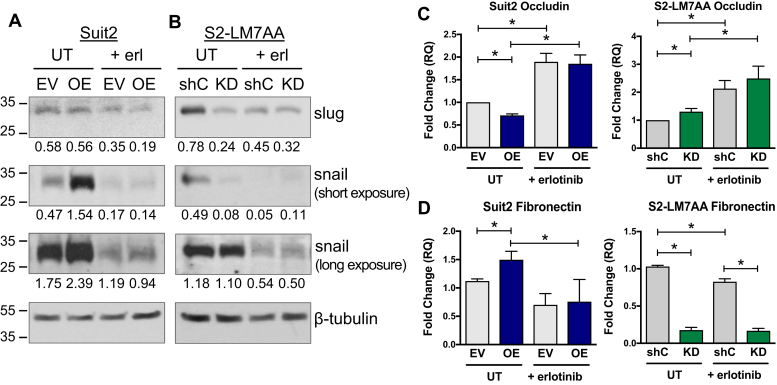
**Inhibition of EGFR suppresses ST6Gal-I’s activity in promoting expression of mesenchymal markers**. *A–B*, immunoblotting for slug and snail in Suit2 (*A*) and S2-LM7AA (*B*) cells treated with or without erlotinib. Densitometric values in *A* and *B* were normalized to the loading control. *C–D*, qRT-PCR analyses of occludin (*C*) and fibronectin (*D*) mRNA expression in cells treated with or without erlotinib. Graphs represent the means ± SEMs from at least three independent experiments, with each experiment performed in triplicate. ∗denotes *p* < 0.05.

We also evaluated the expression of occludin and fibronectin in erlotinib-treated cells. As shown previously, untreated cells with high ST6Gal-I expression (Suit2 OE and S2-LM7AA shC) had diminished occludin levels in comparison with cells with low ST6Gal-I expression (Suit2 EV and S2-LM7AA KD) (Fig. 7*C*). Interestingly, erlotinib treatment increased the expression of occludin in all of the cell lines, consistent with the concept that blocking EGFR activity promotes a more epithelial phenotype. Furthermore, the differential effects of ST6Gal-I activity on occludin expression were abolished by erlotinib treatment in the Suit2 and S2-LM7AA lines. As with occludin, differences in fibronectin expression imparted by ST6Gal-I were eliminated by erlotinib treatment in the Suit2 line (Fig. 7*D*). In S2-LM7AA cells, ST6Gal-I-dependent differences in fibronectin expression were diminished, but not eliminated, by erlotinib. The combined results in Figs. 6 and 7 support the hypothesis that the mesenchymal phenotype of cells with high ST6Gal-I expression may be driven, at least in part, by the sialylation of EGFR.

## Discussion

An enrichment in tumor cell sialylation has long been implicated in carcinogenesis (39, 40, 41, 42). In early studies, enzymatic removal of surface sialic acids blocked tumor cell metastasis in splenic injection models (43). More recently, genetic approaches have been employed to modulate the expression of specific sialyltransferases in animal models, enabling a more mechanistic view of the link between receptor sialylation and malignancy. In a study by Varki’s group, deletion of the *St6gal1* gene in the murine PyMT breast cancer model caused tumor cells to acquire a more differentiated phenotype (44), consistent with the concept that ST6Gal-I confers progenitor-like characteristics. In other studies, our group developed a transgenic mouse with Cre-driven intestinal-specific ST6Gal-I expression and demonstrated that high ST6Gal-I expression promoted colon tumorigenesis in the azoxymethane/dextran sodium sulfate (AOM/DSS) chemical carcinogenesis model (3).

Although substantial evidence points to a protumorigenic function for ST6Gal-I, the mechanisms by which ST6Gal-I regulates tumor cell behavior remain incompletely understood. Results herein describe a role for ST6Gal-I in EMT. RNA-Seq analyses indicated that the Suit2-derived metastatic subclones, S2-013 and S2-LM7AA, had elevated endogenous ST6Gal-I as well as enriched activation of networks associated with EMT, stemness, and cell motility, as compared with the poorly metastatic, parental Suit2 line. Significantly, forced expression of ST6Gal-I in Suit2 cells was sufficient to upregulate EMT, stemness, and cell motility pathways. In line with RNA-Seq results, immunoblotting and qRT-PCR experiments showed that forced expression of ST6Gal-I in parental Suit2 cells increased the expression of mesenchymal markers (snail, N-cadherin, fibronectin) while repressing epithelial markers (E-cadherin, occludin). ST6Gal-I overexpression also promoted cell invasion. Conversely, knockdown of ST6Gal-I in the metastatic S2-LM7AA and S2-013 lines suppressed expression of mesenchymal markers and cell invasiveness while upregulating epithelial markers. These data suggest a causal role for ST6Gal-I in driving EMT.

Although ST6Gal-I has been reported to promote TGFβ-dependent EMT (35), the contribution of ST6Gal-I to EGFR-mediated EMT has not previously been addressed. EGFR is upregulated in approximately 85% of patients with PDAC (45), and hence, the EGFR inhibitor, erlotinib, has been approved by the US Food and Drug Administration to treat PDAC in combination with gemcitabine (46). Consistent with our prior studies showing α2-6 sialylation-dependent EGFR activation in other cancer cell lines (25), ST6Gal-I OE in Suit2 cells increased the α2-6 sialylation and basal activation of EGFR, whereas ST6Gal-I KD in S2-013 and S2-LM7AA diminished EGFR sialylation and activation. Notably, treatment of the Suit2 and S2-LM7AA lines with erlotinib eliminated sialylation-dependent differences in EGFR activation and neutralized ST6Gal-I’s effects on the expression of EMT markers and cell invasiveness. These data lend strong support for the concept that sialylated EGFR contributes to ST6Gal-I’s EMT-promoting activity. However, in the S2-013 line, shC cells maintained markedly higher levels of EGFR activation than KD cells in the presence of erlotinib, for reasons currently unclear. Moreover, erlotinib had little effect on cell invasiveness. We postulate that, in the S2-013 cell model, either the degree of sialylation-dependent EGFR activation in erlotinib-treated shC cells was sufficient to sustain cell invasiveness or, alternatively, the differential sialylation of other ST6Gal-I substrates may have compensated for EGFR in promoting invasion. For example, ST6Gal-I substrates such as the β1 integrin (22, 47) may be an important mediator of invasion in the S2-013 line. Of note, distinct methods were used during the initial generation of the S2-013 and S2-LM7AA subclones. The S2-013 line was developed by first growing cells in soft agar, a procedure that enriches for pathways enabling anchorage-independent cell growth, a process related to integrin signaling. This clone was then injected subcutaneously into the flank to generate primary tumors prior to the collection of metastatic cells. In contrast, the methods used to isolate the S2-LM7AA line more closely mirror the native metastatic process. Parental Suit2 cells were injected into the pancreas, recapitulating the appropriate organ microenvironment, and metastatic cells were then harvested from the liver. The distinct approaches used to generate the S2-013 and S2-LM7AA subclones could have influenced which surface receptors are dominant in *in vitro* invasion assays. Although further studies will be needed to understand the effects of EGFR inhibitors on the S2-013 line, it is noteworthy that in all three cell models (Suit2, S2-013, and S2-LM7AA) ST6Gal-I activity consistently promoted EGFR activation, expression of mesenchymal markers, and cell invasion, confirming the importance of receptor sialylation in EMT.

In summary, results from this investigation add to an accumulating body of literature highlighting a role for ST6Gal-I in endowing tumor cells with more stem-like, mesenchymal characteristics. The transition from an epithelial to mesenchymal phenotype is central to the acquisition of tumor metastatic potential, and thus, elucidating mechanisms underlying EMT is key to the development of more effective cancer treatments. Furthermore, in addition to carcinogenesis, EMT is an essential process in normal human development, as well as wound healing. Although intensive research efforts have focused on EMT, the functional involvement of cell surface sialylation (and more generally, glycosylation) in EMT remains underinvestigated. Our results showing that ST6Gal-I promotes EMT, combined with prior studies by others, underscore the need for further research aimed at delineating sialylation-dependent mechanisms that regulate the phenotype of both normal and malignant cells.

## Experimental procedures

### RNA-sequencing and data analysis

#### RNA preparation and sequencing

RNA was extracted from S2-013, S2-LM7AA, Suit2 EV, and Suit2 OE cells using the Qiagen RNeasy Mini Kit according to the vendor protocol (Catalog # 74104).

RNA concentration was quantified and submitted to the Hugh Kaul Genomics Core at UAB for bulk RNA sequencing. Three biological replicates were generated for each of the four cell lines. mRNA-sequencing was performed on the Illumina NextSeq500 as described by the manufacturer (Illumina Inc, San Diego, CA, USA). Briefly, RNA quality was assessed using the Agilent 2100 Bioanalyzer. RNA with an RNA Integrity Number of ≥7.0 was used for sequencing library preparation. RNA passing quality control was converted to a sequencing ready library using the NEBNext Ultra II Directional RNA library kit as per the manufacturer’s instructions (NEB, Ipswich, MA, USA). The cDNA libraries were quantitated using qPCR in a Roche LightCycler 480 with the Kapa Biosystems kit for Illumina library quantitation (Kapa Biosystems, Woburn, MA, USA) prior to cluster generation. Cluster generation was performed according to the manufacturer’s recommendations for onboard clustering (Illumina, San Diego, CA, USA). We generated between 30 and 35 million paired end 75-bp sequencing reads per sample for gene level abundance.

#### Quantification of gene expression and differential expression

Prealignment quality assessments of the raw fastq sequences were carried out using FastQC (version 0.11.7) (http://www.bioinformatics.babraham.ac.uk/projects/fastqc, accessed September 1, 2020). STAR (version 2.7.3a) was used to align the raw RNA-seq fastq reads to the human reference genome (GRCh38 p13 Release 32) from Gencode using parameters --outReadsUnmapped Fastx; --outSAMtype BAM SortedByCoordinate; --outSAMattributes All (48). Following alignment, HTSeq-count (version 0.11.3) was used to count the number of reads mapping to each gene using parameters -r pos; -t exon; -i gene_id; -a 10; -s no; -f bam (49). Normalization and differential expression were then applied to the count files using DESeq2 (version 1.26.0) using default parameters in their vignette (50). RNA-Seq data are available under NCBI GEO (Accession # GSE158527).

#### Ingenuity Pathway Analysis

IPA Biological Functions and Canonical Pathways were used, along with the Upstream Regulator module (51). For generating networks, a data set containing gene identifiers and corresponding expression values was uploaded into IPA (https://digitalinsights.qiagen.com/products-overview/discovery-insights-portfolio/analysis-and-visualization/qiagen-ipa/, accessed September 1, 2020). Each identifier was mapped to its corresponding object in Ingenuity’s Knowledge Base. A fold change cutoff of ±2 and *p*-value < 0.05 was set to identify molecules whose expression was significantly differentially regulated. These molecules, called Network Eligible molecules, were overlaid onto a global molecular network developed from information contained in Ingenuity’s Knowledge Base. Networks of Network Eligible Molecules were then algorithmically generated based on their connectivity. The Functional Analysis identified the biological functions and/or diseases that were most significant to the entire data set. Molecules from the dataset that met the fold change cutoff of ±2 and *p*-value < 0.05 and were associated with biological functions and/or diseases in Ingenuity’s Knowledge Base were considered for the analysis. Right-tailed Fisher’s exact test was used to calculate a *p*-value determining the probability that each biological function and/or disease assigned to that data set is due to chance alone. For the IPA analyses shown in Table 1, only *Z* scores >1.5 were considered, and at least one of the three cell lines had a *Z* score of ≥2.0.

#### Gene set enrichment analysis

GSEA was performed on the full normalized gene expression data from RNA-Seq experiments, using the GSEA software (version 4.1.0) and the Molecular Signature Database (MSigDB) (version 7.1) (52, 53). The default parameters for GSEA were used except that the permute parameter was set to the gene set. The MSigDB (version 7.1) data sets used include the hallmark curated gene set comprising 50 gene sets (53). For the GSEA plots shown in Figures 1 and 2, the normalized enrichment score and the false discovery rate are provided in the figure legends. The normalized enrichment score is the enrichment score for the gene set after it has been normalized across analyzed gene sets (52). The false discovery rate q-value is the estimated probability that the normalized enrichment score represents a false-positive finding (52).

### Cell culture

Suit2 parental and S2-013 cells were donated by Dr Michael A. Hollingsworth at the University of Nebraska (Omaha, NE, USA). The S2-LM7AA subclone was developed by Drs Lacey McNally and Donald Buchsbaum at the University of Alabama at Birmingham (Birmingham, AL, USA). Suit2 parental and metastatic subclones were maintained in RPMI medium containing 10% fetal bovine serum (FBS) and 1% antibiotic/antimycotic supplements (Gibco). Suit2 parental cells were transduced with either ST6Gal-I overexpression vector (Genecopoeia, cat # LPP-M0351-Lv105-200-5) or empty vector (Sigma) using lentivirus. Metastatic cell lines were transduced with lentivirus encoding shRNA targeting ST6Gal-I (Sigma, cat # TRCN00000035432, sequence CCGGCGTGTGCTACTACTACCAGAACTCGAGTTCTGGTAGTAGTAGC

ACACGTTTTTG), whereas control lines were developed using nontargeting lentivirus bearing shRNA against GFP (Sigma, cat. # SHC002V). Following transduction, stable polyclonal populations were generated by selection with puromycin. Successful overexpression or knockdown was confirmed by immunoblotting using anti-ST6Gal-I goat polyclonal antibody (R&D Systems, cat.# AF5924).

### Immunoblotting

Cells were lysed using radioimmune precipitation assay buffer supplemented with protease and phosphatase inhibitors (Sigma). Total protein concentration was measured using BCA (Pierce). Samples were resolved by SDS-PAGE and transferred to polyvinylidene difluoride membranes. Following transfer, membranes were blocked with 5% nonfat dry milk in tris-buffered saline containing 0.1% Tween20. Immunoblots were probed with antibodies to ST6Gal-I (R&D Systems, cat.# AF5924), pEGFR (pY-1068, Cell Signaling Technology, cat.# 3777), total EGFR (Cell Signaling Technology, cat.# 4267), slug (Cell Signaling Technology, cat.# 9585), snail (Cell Signaling Technology, cat.# 3879), E-cadherin (Cell Signaling Technology, cat.# 3195), and N-cadherin (Cell Signaling Technology, cat.#13116). Protein loading was verified using anti-β-actin (Abcam, cat.# ab20272) or anti-β-tubulin (Abcam, cat.# ab21058). Membranes were incubated with horseradish peroxidase-coupled secondary antibodies (anti-rabbit IgG, Cell Signaling Technology; anti-goat IgG, Santa Cruz Biotechnology), and protein was detected by enhanced chemiluminescence (Pierce).

### SNA Pull-down

Cell lysate, 250 μg, was incubated with 150 μg of SNA-agarose (Vector Labs, cat.# AL-1303). Samples were incubated overnight at 4 °C on a rotator. α2-6 Sialylated proteins were precipitated with centrifugation and washed with ice-cold PBS three times. Precipitates were resolved by SDS-PAGE and immunoblotted for EGFR as described above.

## qRT-PCR

RNA was extracted using the Ambion RNA Extraction Kit (Life Technologies) in accordance with the manufacturer’s protocol. Total RNA concentration was measured, and cDNA was synthesized using M-MLV reverse transcriptase (Promega). qRT-PCR samples were generated using TaqMan Fast Advanced Master Mix (Thermo). Primers for occludin (Hs05465837_g1) fibronectin (Hs01549976_m1), and ST6Gal-I (Hs00949382_m1) were acquired from Applied Biosystems. Data were normalized to GAPDH (Applied Biosystems, Hs02786624_g1), and significance was determined as *p* < 0.05 using a Student’s *t* test from at least three independent experiments, with each independent experiment performed in triplicate.

### Immunocytochemistry

Cells were plated in 24-well plates on sterile glass coverslips with 50,000 cells per well and allowed to attach overnight. Cells were washed with PBS, fixed using 4% paraformaldehyde, and then incubated with E-cadherin antibody (Cell Signaling Technology, cat.# 3195) at a 1:100 dilution at 4 °C overnight. Following incubation with primary antibody, slides were incubated with an anti-rabbit secondary antibody conjugated to Alexa Fluor 488 (Invitrogen, cat.# A32731) at a 1:400 dilution for 1 h at room temperature. Cells were then counterstained with Hoescht nuclear stain at a 1:10,000 dilution for 10 s. The coverslips were mounted on slides using Prolong Gold mounting medium (Invitrogen, cat.# P36930). Cells were viewed using NIS elements software at 20× magnification.

### Invasion assays

*In vitro* cell invasion was evaluated using growth factor reduced invasion chambers (Corning, cat.# 354480). Prior to use, invasion chambers were brought to room temperature and matrigel was rehydrated for 2 h at 37 °C using serum-free medium in a humidified tissue culture incubator. Cells were serum deprived (1% FBS-containing medium) for 24 h and then seeded into the upper well of the invasion chamber at a density of 100,000 cells in 500 μl of 1% FBS-containing media. A 5% FBS-containing medium was added to the bottom chamber and used as a chemoattractant for Suit2 and S2-LM7AA cells; a 2.5% FBS-containing medium was used as the chemoattractant for S2-013 cells. Cells were allowed to invade through matrigel for 24 h at 37 °C. After incubation, the medium containing noninvaded cells, as well as the matrigel layer, were carefully removed from the upper portion of the chamber. The underside of the transwell membrane, containing the adherent cells that had successfully invaded the matrigel, was fixed with 4% paraformaldehyde and stained with 0.5% (w/v) crystal violet. Crystal violet was dried overnight and then solubilized using a 10% acetic acid solution. Absorbance of the solution was quantified at 590 nm on a Biotek plate reader. Absorbance was normalized to that of controls (cells plated in chambers with no chemoattractant). All invasion assays were conducted at least three independent times, and each independent experiment was performed in triplicate. Significance was determined as *p* < 0.05 using a Student’s *t* test.

### Erlotinib treatment

For immunoblotting and qRT-PCR experiments using erlotinib, cells were serum deprived for 2 h using a 1% FBS-containing medium before treatment with 20 μM erlotinib for 24 h. Lysates were then collected for protein or RNA quantification as described above. Invasion assays using erlotinib-treated cells were performed as described above. Prior to plating in invasion chambers, detached cells were incubated with 20 μM of erlotinib in suspension on a rotator at 37 °C for 2 h. Cells were then plated, with inhibitor, in invasion chambers, and the invasion assay was completed as described previously.

## Data availability

All of the data described in this report are contained within the manuscript or supplementary figures, with the exception of the RNA-Seq results. The RNA-Seq data are available under NCBI GEO Accession# GSE158527.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

How the deposited data were processed for this re-analysis (not part of the article)

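The data are RNA-Seq counts per gene of 12 libraries from cultured pancreatic cancer cells, 3 biological replicates each of Suit2 EV, Suit2 OE, S2-LM7AA and S2-013. The deposited count tables are the authors' own output. The reads were made into sequence files with bcl2fastq 2.18.0.12, aligned with STAR 2.7.3a to GRCh38 and counted over exons per gene with HTSeq 0.11.3, as the paper's methods and the submitters' notes give it. The authors compared lines with DESeq2 1.26.0 and then used IPA and GSEA, whose regulator and gene-set collections were not used here. The tables hold 67008 gene entries and 5 entries of reads not assigned to a gene. Of the gene entries, 45 copies in the pseudoautosomal regions, all at 0 counts, were left out, which left 66963, of which 34789 had a count. Gene symbols and positions came from the Gencode v44 annotation of GRCh38, which named 60295 genes holding 99.9% of the counts. Of all counts of a library, assigned or not, 2.34 to 3.2% lay in no gene, 8.83 to 9.93% were ambiguous between genes and 10.89 to 15.88% did not align uniquely.

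Depth differed between lines, with fewer counts in the Suit2 EV libraries than in the others. Replicates of a line had correlations of 0.989 to 0.995 in log2 CPM, and a chi-square per gene of 7.7 to 48.3 between them, where counting error alone gives about 1, so tests used the replicates and not the counts alone. Lines were compared in R 4.3.3 with edgeR 4.0.16, in which all 12 libraries entered 1 model with a term for line, TMM normalization, the filterByExpr filter on low counts and the quasi-likelihood test. The filter kept 16476 genes. P-values were adjusted by Benjamini-Hochberg over these genes, with a threshold of 0.05, and the lowest prior degrees of freedom were 6.76. Every p beside a gene or a list is 2-sided. A fold against a line with no count was computed against a floor of 3 counts over the 3 libraries, which covers counting error only.

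The authors' gene sets were not used, so 41 gene lists were written before the data were examined, from memory except for 2 that hold genes the paper names, its Upstream Regulators and the receptors sialylated by ST6Gal-I. The EMT, hypoxia, Hedgehog and Wnt lists follow the hallmark collection as far as memory allowed. GSEA was run with fgsea 1.28.0 and 10000 permutations of gene sets on 30 lists of 15 to 500 measured genes. Genes were ranked by the signal-to-noise ratio of counts normalized with DESeq2 1.42.0. Camera of limma 3.58.1 tested 36 lists of at least 5 measured genes with a preset correlation of 0.01, and again with an estimated correlation. It called 17 lists in S2-LM7AA, 15 in S2-013 and 26 in Suit2 OE with the preset correlation, and 1, 0 and 0 with the estimated correlation.

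Named genes were chosen by a rule set before the data were examined. In each of the 3 comparisons with Suit2 EV, it takes the 10 genes with the highest and the 10 with the lowest log2 fold change among those that passed, had a symbol and at least 5 CPM in the higher line, and had every replicate of one line above every replicate of the other. It adds the genes that the paper names and, in each list, up to 4 members in each direction with the largest change that passed.

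The calls were tested on simulated data of the same depth, in which far fewer genes were changed than were called in the real data. Of genes changed 2-fold, 72.7 to 81% were recovered, and of genes changed 4-fold 91.7 to 93.8%. Among 15843 to 15867 unchanged genes, 10 to 14 were called. In GSEA of simulated data, a list raised on purpose scored 3.06 to 3.12, and 0 other lists were called. Genes were drawn independently there and the other lists were not raised, so such calls are rare by construction. Their absence is no measure of false calls among the correlated genes of the real data.

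The paper's text does not say whether equal replicate numbers mark samples handled together. Across genes, deviations from the line means correlated between equal numbers of Suit2 OE and S2-013 at 0.167, 0.271 and 0.149, with all 6 libraries closest to their own number. They were 0.083, 0.162 and 0.318 between S2-013 and S2-LM7AA, again with 6 of 6, and 0.0786, 0.0406 and 0.174 between Suit2 OE and S2-LM7AA, with 5. With Suit2 EV they were -0.00768, -0.131 and -0.14 for S2-LM7AA (0 libraries), 0.0194, -0.165 and -0.196 for S2-013 (0) and 0.0611, -0.0988 and -0.163 for Suit2 OE (2). By the bound used here, a correlation over 0.1 for every pair, only Suit2 OE and S2-013 passed. S2-013 and S2-LM7AA had as many libraries closest to their own number, 6 of 6, and Suit2 OE and S2-LM7AA had 5. The bound therefore does not exclude that equal numbers go together in all of these lines. With Suit2 EV, at most 2 libraries were closest to their own number. Neither the paper nor the labels tie the numbers to a batch or day, and the model reported has no block. With the replicate number as a block, 5238 genes changed in S2-LM7AA, 8156 in S2-013 and 3693 in Suit2 OE against Suit2 EV. In the same blocked model, 7680 differed between S2-013 and S2-LM7AA, 3643 between Suit2 OE and S2-LM7AA and 6956 between Suit2 OE and S2-013.

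The alternatives set before the data were examined were DESeq2 in place of edgeR, DESeq2's size factors in place of TMM, no filter on low counts, only the compared lines in the fit, the block, the fold of 2 and unadjusted p of 0.05 that the paper gives for IPA, other rankings and gene universes for GSEA, camera, and leaving out each replicate in turn. A correction for GC content and gene length was added after the data were seen. Other splits of the samples, 20 simulations of unchanged lines and, after the data were seen, fits with the Suit2 EV libraries divided between the comparisons were also run. IPA was not run, and the raw reads, the paper's supplementary tables and its knockdown and protein experiments were not analysed here. Results for some genes are not reported here.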

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

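Of the tests in this part, only the one on the Suit2 EV libraries was written before its result was seen, and the others were chosen afterwards.

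In S2-LM7AA replicate 1, 15 transcripts had at least 50 counts and at least 20 times their level in every other library, and no other library held such a transcript. They made up 6779 counts and included FN1 with 1611, APOA2 with 1211, APOB with 592 and APOA1 with 344. The tables argue against RNA from hepatocytes, whose markers would stand together, because only 4 of 20 markers, APOA1, APOA2, APOB and TTR, came within a 10-fold range of APOA2, with ALB at 1 count and AFP at 10. The 15 transcripts held 0.0226% of the library's counts. This share leaves out any transcript that other cells would have in common with these lines, so it does not measure RNA of cells outside the series. Such RNA cannot be told apart from a change within this culture, which would give the same values, so both stay open.

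S2-013 had no count of CDH2, the gene for N-cadherin. The fitted log2 difference was -13.44 for S2-013 against S2-LM7AA (standard error 0.341, adjusted p = 5.5e-12 from edgeR) and 12.44 for Suit2 OE against S2-013 (standard error 0.36, adjusted p = 2.5e-11), so S2-013 lay below both. These values depend on the prior count and are no bounds. Depth is excluded, because the Suit2 EV level would give 1864 counts in the S2-013 libraries. A full loss that reaches the tested genes within 5 Mb is argued against, because 100% of these 30 genes had counts in S2-013. None of them lies between CHST9, which ends at 27185308, and DSC2, which starts at 31058840. A smaller loss around CDH2 would therefore leave these counts as they are. Loss of CDH2, alone or with that stretch, and a silent gene stay open and were not tested. Fig. 3C of the paper shows N-cadherin protein in S2-013 shC cells, which were not analysed here.

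The genes that changed the same way in all 3 lines share their Suit2 EV libraries, which is why they were examined further. GC content and length trends are excluded as the whole cause, because 1555 genes were shared after their removal, against 1552 before. The use of the same Suit2 EV libraries in every comparison is excluded as the whole cause too, because with a library of its own for each line the number was at least 24.1 times that of independent lists. Cells or RNA of a subclone in the Suit2 OE libraries cannot be told apart from a response that the lines share. The median share of the S2-LM7AA change seen in Suit2 OE was 24.3% over 110 genes at least 4-fold lower in S2-LM7AA (42 called lower in Suit2 OE and 13 higher). It was 30.6% over 126 genes at least 4-fold higher (117 and 1 called the same and the opposite way). For S2-013 it was 20.2% over 253 genes lower (98 called lower in Suit2 OE and 18 higher) and 18.6% over 331 genes higher (279 and 1). From the 10th to the 90th percentile, the shares for S2-LM7AA ran from -54.7 to 66.1% (lower) and 13.2 to 66.7% (higher). For S2-013 they ran from -35.5 to 55.2% and 4.51 to 43.5%. A mixture alone would give about the same share for every gene, but whether this spread exceeds replicate error was not tested. Epithelial markers lower in a subclone gave less, with a median of 7.53% over 34 in S2-LM7AA (4 called lower in Suit2 OE and 6 higher) and 3.10% over 27 in S2-013 (3 and 2), but these markers were chosen apart from the shared genes and their shares ran both ways. Suit2 EV libraries that stand apart also stay open. The bound set for that test was that another line gives a larger number as the reference. S2-013 met it with 4140 genes, but differed most from each of the other lines, so its number does not bear on Suit2 EV. S2-LM7AA gave 1283 and Suit2 OE 241. Log2 fold changes against Suit2 EV followed GC content, with a Spearman rho of 0.169 in S2-LM7AA, 0.165 in S2-013 and 0.321 in Suit2 OE. Between lines other than Suit2 EV the rho was 0.0134 to 0.105. TMM factors were 0.942 to 0.956 in the Suit2 EV libraries and 1.00 to 1.04 in all others.

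SMAD3 moved in opposite directions in the subclones, with an S2-013 effect higher than that of S2-LM7AA by 0.92 on the log2 scale (standard error 0.0836, adjusted p = 3.6e-07), although its rise in S2-013 (log2 fold change 0.23, adjusted p = 0.0311) was lost without Suit2 EV replicate 2 (0.16), S2-013 replicate 1 (0.22) or S2-013 replicate 2 (0.23).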

How the results depend on the processing

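The alternatives were set before the data were examined, apart from the correction for GC content and length, which was added after the data were seen. The ST6GAL1 fold changes kept their direction and their side of the threshold under every alternative, in ranges of 3.12 to 3.88 in S2-LM7AA, 15.0 to 17.2 in S2-013 and 30.9 to 36.6 in Suit2 OE. Except with the cutoffs the paper gives for IPA, 3978 to 5534 genes changed in S2-LM7AA and 7081 to 8572 in S2-013. The cause of a change named here was not tested, apart from the fold cutoff and the number of libraries, which act by construction. With no filter, both the genes and the normalization change.

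With a fold of at least 2 and an unadjusted p under 0.05, 1826 genes changed in S2-LM7AA, 3283 in S2-013 and 1128 in Suit2 OE, 2821 differed between S2-013 and S2-LM7AA, 1277 between Suit2 OE and S2-LM7AA and 2552 between Suit2 OE and S2-013. The shared genes were then 1045 for the subclones, 641 for S2-LM7AA and Suit2 OE, 767 for S2-013 and Suit2 OE and 482 for all 3 lines. With no filter on low counts, the correlation of log2 fold changes was 0.532 between S2-LM7AA and Suit2 OE and 0.516 between S2-013 and Suit2 OE, and 26 lists were called in S2-013. With only the compared lines in the fit, 2148 genes changed in Suit2 OE, 1581 were shared by S2-013 and Suit2 OE, and the correlation between the subclones was 0.505. Without each replicate in turn, 2199 to 3677 genes changed in Suit2 OE, the lowest without Suit2 EV replicate 3. S2-LM7AA and Suit2 OE then shared 1336 to 2073, S2-013 and Suit2 OE 1530 to 2415 and all 3 lines 1032 to 1542, and the correlations were 0.457 to 0.534 for the subclones, 0.548 to 0.655 for S2-LM7AA and Suit2 OE and 0.517 to 0.59 for S2-013 and Suit2 OE.

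The Wnt NES in S2-LM7AA passed with all genes with a count ranked (1.62, adjusted p = 0.019), and without each replicate it was 1.40 to 1.65, passing without S2-LM7AA replicate 1 (1.65), S2-LM7AA replicate 2 (1.62) and Suit2 EV replicate 3 (1.53). Wnt in Suit2 OE passed in camera with the preset correlation (adjusted p = 0.0228) and not with the estimated correlation (adjusted p = 0.206). The Hedgehog NES in S2-LM7AA no longer passed with the signed F ranking (0.93, adjusted p = 0.684), with the log2 fold change ranking (1.48, 0.0777), after the GC and length correction (1.50, 0.0725), or without Suit2 EV replicate 2 or S2-LM7AA replicate 1, in a range of 1.42 to 1.68. EMT in S2-013 no longer passed with the signed F ranking (1.39, adjusted p = 0.101). With that ranking and the replicate block, EMT in S2-013 (1.43, 0.0751), Hedgehog in S2-013 (1.59, 0.0500), Hypoxia in S2-013 (1.45, 0.0582) and Hedgehog in S2-LM7AA (0.84, 0.732) did not pass. With an estimated correlation, camera's adjusted p in S2-LM7AA, S2-013 and Suit2 OE was 0.0717, 0.436 and 0.206 for EMT, 0.347, 0.383 and 0.206 for Hypoxia and 0.476, 0.383 and 0.206 for Hedgehog, and 1, 0 and 0 lists were called.

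Of 742 named gene values, 723 kept their call and direction with DESeq2, 732 with its size factors, 706 with no filter, 732 with the block and 697 after the GC and length correction, and 672 of 705 did with only the compared lines. Without Suit2 EV replicate 3, 654 of 742 did. Only GPC3 in S2-LM7AA reversed, with log2 fold changes from -1.15 (without S2-LM7AA replicate 1) to 7.77 (without S2-LM7AA replicate 2). Depth limits genes near the low-count filter and bounds against lines with no count.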

Differences from the paper's values

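Each enrichment score of the paper, from GSEA with the hallmark collection, is set beside the score of a list written from memory. A difference is counted where it exceeds the SD of the scores over the fits that leave out 1 replicate. These fits share most of their libraries and all use the same lists, so a difference past that SD need not exceed the sampling error. The alternatives named here were set before the data were examined.

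For EMT in S2-LM7AA the paper's NES is 2.22 and the score here 2.36. None of the 11 alternatives came within that SD of the paper's value, and the nearest was the ranking by log2 fold change (2.26). For EMT in S2-013 the paper's NES is 1.65 and the score here 1.76, and for Hedgehog in S2-013 they are 1.95 and 2.07. None of the 11 alternatives reached the paper's value for either. For Hypoxia in S2-013 the paper's NES is 2.00 and the score here 1.92. Ranking all genes with a count reached it (1.99), and the other 10 alternatives did not. For Wnt in S2-013 the paper's NES is 1.18 and the score here 1.32. The signed F ranking (1.18) and the fit without S2-013 replicate 2 (1.22) reached it, and the other 9 did not.

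For Hedgehog in Suit2 OE the paper's NES is 1.84 and the score here 1.94. The fit without Suit2 OE replicate 1 reached it (1.85), and the other 10 alternatives did not. For Wnt in Suit2 OE the paper's NES is 1.34 and the score here 1.41. The ranking by log2 fold change (1.32) and the fits without Suit2 EV replicate 1 (1.31), Suit2 OE replicate 1 (1.32) or Suit2 OE replicate 2 (1.38) reached it, and the other 7 did not.

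For ST6GAL1 in Suit2 OE the paper's fold by qRT-PCR is about 12 in Fig. 4E, read by eye, and the fold here by RNA-Seq is 33.1. None of the 11 alternatives reached it (30.9 to 36.6). For FN1, fibronectin, in Suit2 OE the paper's fold by qRT-PCR is about 2.3 in Fig. 3F, read by eye, and the fold here by RNA-Seq is 0.875, with none of the 11 alternatives reaching it (0.837 to 1.06). The paper gives at most 35 M paired-end reads per sample, and the highest number of uniquely aligned read pairs here is 61.2 M. Whether the paper's number counts reads or pairs is not stated, which changes the difference by a factor of 2. The alternatives do not apply to that value.

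The paper describes snail, N-cadherin and fibronectin as raised and occludin and E-cadherin as lowered in Suit2 OE, from protein or qRT-PCR. Here SNAI1 (log2 fold change -0.27, adjusted p = 0.541), FN1 (-0.19, adjusted p = 0.943) and OCLN (-0.02, adjusted p = 0.973) did not pass in Suit2 OE. CDH2 was higher (0.46, adjusted p = 0.0259) and CDH1 lower (-0.46, adjusted p = 0.0134), the direction the paper gives, and SNAI2 did not pass, where the paper reports no change. The paper shows N-cadherin and slug protein in S2-013 shC cells, where CDH2 had no count here in S2-013 and SNAI2 was lower than in Suit2 EV.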

Other observations

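All tests named in this part on other splits of the samples were chosen after the results were seen, and the lists of genes were written before the data were examined.

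CD74 and HLA-B, genes of antigen presentation, rose in the 3 lines. Table 1 of the paper gives CIITA, a regulator of MHC class II genes, with predicted activation in these lines, and its supplementary tables were not used here. CD74, the invariant chain of MHC class II, went from 52.5 ± 5.43 CPM in Suit2 EV (SD, n = 3) to 154 ± 19.1 CPM in S2-LM7AA, 179 ± 12.6 CPM in S2-013 and 108 ± 18.8 CPM in Suit2 OE (adjusted p = 3.98e-07, 3.22e-08 and 9.65e-05 from edgeR). HLA-B, an MHC class I heavy chain, rose 2.71-fold, 4.04-fold and 2.19-fold (adjusted p = 6.56e-08, 4.88e-10 and 5.08e-06), with the limit that HLA genes share reads and differ between people from the reference. Of 8 measured MHC class II genes, 4 rose and 0 fell in S2-LM7AA, 6 rose and 2 fell in S2-013 (1 fell without S2-013 replicate 1), and 5 rose and 0 fell in Suit2 OE (5 and 1, 6 and 2, and 6 and 0 when adjusted over the list alone). Of 12 MHC class I and antigen processing genes, 7 rose and 1 fell in S2-LM7AA, 6 and 1 in S2-013 and 6 and 0 in Suit2 OE (7 and 1, 6 and 1, and 7 and 0 when adjusted over the list alone). Camera's adjusted p for class II was 0.0114, 0.0406 and 0.0017, and for class I 0.0114, 0.0578 and 0.00104, so class I did not pass in S2-013. With an estimated correlation none passed (0.338, 0.459 and 0.206 for class II and 0.189, 0.383 and 0.206 for class I). Of 4 measured immune and blood cell markers, 3 rose and 1 fell in S2-LM7AA, 2 and 2 in S2-013, and 2 and 1 in Suit2 OE (3 and 1, 2 and 2, and 3 and 1 when adjusted over the list alone). The number that rose went to 1 in S2-013 without any library but Suit2 EV replicate 1, and to 1 or 0 in Suit2 OE without any but Suit2 OE replicate 1. The number that fell went to 1 in S2-013 without Suit2 EV replicate 2, and to 0 in Suit2 OE without Suit2 EV replicate 2 or 3 or Suit2 OE replicate 1.

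Of 27 measured genes of the classical subtype of pancreatic cancer, 19 fell and 2 rose in S2-LM7AA (1 rose without S2-LM7AA replicate 1), 23 fell and 2 rose in S2-013, and 12 fell, 2 rose and 13 did not pass in Suit2 OE (20 and 2, 23 and 2, and 13 and 3 when adjusted over the list alone). Camera's adjusted p was 5.62e-11, 1.32e-10 and 5.78e-04, but 0.189, 0.383 and 0.320 with an estimated correlation. Of 18 genes of the basal-like subtype, 10 fell and 1 rose in S2-LM7AA, 11 and 5 in S2-013, and 3 and 2 in Suit2 OE (11 and 1, 12 and 5, and 3 and 3 when adjusted over the list alone). Their adjusted p was 8.22e-06, 0.0406 and 0.619, or 0.0717, 0.383 and 0.708 with an estimated correlation. AGR2, a protein disulfide isomerase, fell in Suit2 OE from 94.5 ± 5.77 to 57.7 ± 16.3 CPM (adjusted p = 0.00689). Of 31 collagens and laminins, 19 rose and 4 fell in S2-LM7AA, 18 and 4 in S2-013, and 14 and 2 in Suit2 OE (20 and 5, 18 and 4, and 16 and 2 when adjusted over the list alone), and in Suit2 OE 1 fell whichever library was left out. COL17A1, a collagen of epithelial attachment, fell from 825 ± 203 CPM to 36.4 ± 5.39 CPM in S2-013 and 414 ± 36.6 CPM in Suit2 OE (adjusted p = 2.77e-11 and 4.97e-04). Of 38 neuronal and axon guidance genes, 16 rose and 8 fell in S2-LM7AA, 19 and 13 in S2-013, and 20 and 3 in Suit2 OE (16 and 8, 20 and 13, and 21 and 3 when adjusted over the list alone). Camera's adjusted p for these was 0.0855, 0.176 and 4.93e-07, or 0.543, 0.628 and 0.206 with an estimated correlation. The 13 mitochondrially encoded genes were lower in Suit2 OE by camera (adjusted p = 0.00296), or 0.362 with an estimated correlation, although 0 passed singly with edgeR or DESeq2 and 6 were lower at an unadjusted p under 0.05. Without Suit2 EV replicate 3, 5 of them were lower, and without Suit2 OE replicate 3, 4 were. In S2-LM7AA and S2-013 camera gave 0.874 and 0.244. SEMA6A, a semaphorin, rose 5.12-fold in Suit2 OE and 102-fold in S2-013 (adjusted p = 1.17e-04 and 2.45e-11).

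Of 4 receptors that the paper names as sialylated by ST6Gal-I, 2 fell in S2-LM7AA, 3 in S2-013 and 2 in Suit2 OE, and 0 rose (2, 4 and 2 fell when adjusted over the list alone). ITGB1, the integrin β1 chain, fell from 3079.9 ± 399 CPM in Suit2 EV to 2067 ± 174 CPM in S2-013 (adjusted p = 2.43e-04), with log2 fold changes of -0.32 in S2-LM7AA and -0.31 in Suit2 OE (adjusted p = 0.0264 and 0.0405). FAS, a death receptor, fell from 38.9 ± 2.28 CPM to 32.5 ± 2.03 CPM in S2-LM7AA, 28.7 ± 1.33 CPM in S2-013 and 31.5 ± 2.67 CPM in Suit2 OE (adjusted p = 0.0413, 9.20e-04 and 0.0293). TNFRSF1A, a receptor of TNF, fell from 187 ± 3.96 to 143 ± 6.79 CPM in S2-013 (adjusted p = 3.61e-04) and did not pass in S2-LM7AA or Suit2 OE (adjusted p = 0.401 and 0.475). The number in S2-LM7AA fell to 1 without Suit2 EV replicate 2 or S2-LM7AA replicate 1 and to 0 without Suit2 EV replicate 3 or S2-LM7AA replicate 2 or 3. In Suit2 OE it fell to 1 without Suit2 EV replicate 1 or 2 or Suit2 OE replicate 3 and to 0 without Suit2 EV replicate 3 or Suit2 OE replicate 1 or 2. EGFR did not pass in S2-LM7AA, S2-013 or Suit2 OE (log2 fold change -0.08, -0.45 and 0.40, adjusted p = 0.807, 0.0899 and 0.197). It passed in S2-013 without Suit2 EV replicate 2 (-0.65), with no filter on low counts (-0.41) and after the GC and length correction (-0.59), and in Suit2 OE with no filter (0.45).

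Each pair of lines allows 10 splits of its 6 libraries into groups of 3, too few for a share under 0.05. The other splits mix both lines, so a difference between lines widens the spread within groups and leaves few calls by construction. They also keep part of the contrast between the lines, and their NES were taken without sign. The values from other splits therefore do not measure chance. In S2-LM7AA, S2-013 and Suit2 OE against Suit2 EV, 5116, 8023 and 3519 genes were called in the real split and at most 0 in the others. Between S2-013 and S2-LM7AA, Suit2 OE and S2-LM7AA, and Suit2 OE and S2-013, the real numbers were 7507, 3462 and 6772 and the highest others 0, 0 and 1. For Suit2 OE and S2-013, the splits that also part all 3 pairs of equal replicate number gave 0. The NES of EMT was 2.36, 1.76 and 2.24 in S2-LM7AA, S2-013 and Suit2 OE and the highest other 2.60, 1.74 and 2.13. That of Hypoxia was 1.70, 1.92 and 1.87 against 2.06, 2.09 and 2.24, that of Wnt 1.50, 1.32 and 1.41 against 1.61, 1.52 and 1.49, and that of Hedgehog 1.60, 2.07 and 1.94 against 2.05, 2.12 and 2.11. Lists called were 17, 15 and 26 against 19, 13 and 20. The splits with a score or number as large, the real one included, were 3, 1 and 1 for EMT, 3, 4 and 4 for Hypoxia, 2, 2 and 3 for Wnt, 5, 3 and 3 for Hedgehog and 3, 1 and 1 for the lists.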
